# Intergenerational epigenetic inheritance of cancer susceptibility in mammals

**DOI:** 10.7554/eLife.39380

**Published:** 2019-04-09

**Authors:** Bluma J Lesch, Zuzana Tothova, Elizabeth A Morgan, Zhicong Liao, Roderick T Bronson, Benjamin L Ebert, David C Page

**Keywords:** epigenetics, transgenerational inheritance, histone modification, gametes, spermatogenesis, cancer, Mouse

## Abstract

Susceptibility to cancer is heritable, but much of this heritability remains unexplained. Some ‘missing’ heritability may be mediated by epigenetic changes in the parental germ line that do not involve transmission of genetic variants from parent to offspring. We report that deletion of the chromatin regulator *Kdm6a* (*Utx*) in the paternal germ line results in elevated tumor incidence in genetically wild type mice. This effect increases following passage through two successive generations of *Kdm6a* male germline deletion, but is lost following passage through a wild type germ line. The H3K27me3 mark is redistributed in sperm of *Kdm6a* mutants, and we define approximately 200 H3K27me3-marked regions that exhibit increased DNA methylation, both in sperm of *Kdm6a* mutants and in somatic tissue of progeny. Hypermethylated regions in enhancers may alter regulation of genes involved in cancer initiation or progression. Epigenetic changes in male gametes may therefore impact cancer susceptibility in adult offspring.

## eLife digest

Many diseases, such as certain cancers, run in families. Often, this is because several related individuals inherit a version of a gene that is faulty and causes the condition. But in a number of families with high rates of cancer, scientists are unable to pinpoint such disease-causing gene versions.

Instead, it is possible that individuals inherit healthy genes that are not read and interpreted correctly by the cells. This could be because of epigenetic changes, modifications that do not alter the genetic code but can instead turn genes on or off temporarily by adding or removing certain marks on the genetic information.

For a long time, researchers thought that epigenetic changes could not be passed from one generation to the next, but recent studies have revealed this is actually possible. However, it had never been shown that this could be associated with having a higher risk of developing cancer.

Now, Lesch et al. show that epigenetic changes passed from male mice to their offspring make these animals more likely to develop tumors than typical mice. In the experiments, mouse sperm were genetically engineered to have a mutation in a gene called *Kdm6a* (also called *Utx* by cancer researchers), which controls the placement of epigenetic marks. Male mice carrying a defective *Kdm6a* gene were then mated to normal females. The resulting offspring developed more tumors than mice produced from normal sperm, even though they inherited a normal copy of the *Kdm6a* gene from their mother. Lesch et al. also show that the offspring have epigenetic marks similar to the ones found in the mutant sperm. This may change whether genes that stop or promote tumor formation are switched on or off.

Certain cancer treatments work by targeting epigenetic changes. The results by Lesch et al. therefore call for more research into whether cancer patients exposed to these drugs could transmit these modifications if they have children soon after the end of their treatment. Ultimately, knowing more about how epigenetic changes are involved in inherited diseases may start to provide answers to families affected by cancer.

## Introduction

Intergenerational inheritance of epigenetic state may significantly impact disease susceptibility in animals, including humans. In addition to genetic information, male and female gametes transmit epigenetic regulatory information, in the form of covalent DNA modification, histone modification, and small RNAs, to the zygote at fertilization. Accumulating evidence indicates that the epigenetic information inherited from both maternal and paternal gametes can modulate gene expression and phenotype in progeny throughout the metazoan lineage (Arico et al., 2011; Carone et al., 2010; Ciabrelli et al., 2017; Greer et al., 2011; Morgan et al., 1999; Siklenka et al., 2015). In mammals, these transcriptional effects can manifest phenotypically as defects in early development (Chong et al., 2007; Siklenka et al., 2015) or as altered metabolic or behavioral states during adulthood (Carone et al., 2010; Dias and Ressler, 2014; Ng et al., 2010).

Consistent with these findings, there is mounting evidence that mature mammalian sperm carry an information-rich epigenome. Although the final stages of testicular sperm development involve extensive nuclear rearrangement, including widespread replacement of histones with protamines and nucleus-wide chromatin compaction, mammalian sperm are more than motile packages of DNA. Mature mammalian sperm exhibit relatively high levels of DNA methylation (Monk et al., 1987), contain populations of small RNAs (Sharma et al., 2016; Siklenka et al., 2015), and retain 5–10% of their histones (Hammoud et al., 2009; Jung et al., 2017), which bear extensive post-translational modifications (Erkek et al., 2013; Hammoud et al., 2009; Luense et al., 2016). Specific histone modifications at some loci in the male germ line have been conserved during mammalian evolution, implying a biologically important function (Lesch et al., 2016). Recent evidence suggests that mature mouse sperm also retain elements of large-scale three-dimensional genomic domains found in somatic cells (Jung et al., 2017; Ke et al., 2017).

Altered epigenetic states play a significant role in cancer pathogenesis, making cancer a strong candidate for sensitivity to intergenerational epigenetic effects. Many cancers are highly heritable, meaning that the presence of a given tumor or set of tumors in one individual increases the risk of developing the same tumors among close relatives (Goldgar et al., 1994; Lichtenstein et al., 2000). However, despite extensive genetic studies of many human cancers, a large fraction of this heritability remains unexplained by specific genetic mutations or variants (Lichtenstein et al., 2000; Mucci et al., 2016). Meanwhile, investigations into tumor biology have revealed that cancer is in part a disease of epigenetic dysregulation. Many tumors are characterized by significantly perturbed gene regulatory states and exhibit abnormal genome-wide histone methylation and DNA methylation profiles (Dawson and Kouzarides, 2012). Cancer genetics studies over the last decade have revealed that, when susceptibility genes can be identified, many encode chromatin regulators, implying that epigenetic changes contribute either to tumor initiation or tumor progression (Baylin and Jones, 2011; Dawson and Kouzarides, 2012).

*Kdm6a* (*Utx*) has been identified as a candidate tumor suppressor in cancer genetics studies. The KDM6A protein has histone demethylase activity toward lysine 27 on histone H3 (H3K27), as well as demethylase-independent functions in establishment of enhancer regions (Hong et al., 2007; Lan et al., 2007; Wang et al., 2017). *KDM6A* mutations are found in a variety of human cancers, including multiple myeloma, renal cell carcinoma, bladder carcinoma, acute myeloid leukemia (AML), acute lymphoid leukemia (ALL), prostate cancer, and medulloblastoma (Jones et al., 2012; Ntziachristos et al., 2014; Van der Meulen et al., 2014; van Haaften et al., 2009). *KDM6A* has been mechanistically implicated as a tumor suppressor in ALL (Ntziachristos et al., 2014; Van der Meulen et al., 2015), AML (Gozdecka et al., 2018), and lung cancer (Wu et al., 2018), and also plays important developmental roles, especially in the heart (Lee et al., 2012; Welstead et al., 2012) and blood (Beyaz et al., 2017; Thieme et al., 2013). Because *KDM6A* functions primarily as a chromatin regulator, these studies imply that the epigenetic sequelae of *KDM6A* loss contribute to tumor initiation or progression.

Here, we delete *Kdm6a* specifically in the male germ line of the mouse, and evaluate gene regulatory and phenotypic effects in genetically wild type offspring. We find that offspring of *Kdm6a* male germline knockouts exhibit an increased incidence of tumors, and that this effect is enhanced when *Kdm6a* is deleted in the germ line in two successive generations. Because these effects are provoked by a single genetic lesion in the parent, we were able to define specific epigenetic changes resulting from this manipulation. We find widespread perturbation of H3K27 methylation state in the *Kdm6a* mutant male germ line, as well as increased levels of DNA methylation at specific loci. Some of the changes in DNA methylation observed in the mutant germ line are retained in somatic tissue of wild type progeny, and may affect the transcriptional regulation of genes involved in cancer susceptibility.

## Results

### Generation of wild type offspring from Kdm6a conditional germline knockout males

We designed a breeding strategy to produce genetically wild type male offspring from a *Kdm6a* mutant male germ line. We generated a germline-specific *Kdm6a* conditional knockout (*Kdm6a* cKO) in male mice by crossing a *Cre* recombinase driven by the *Ddx4* (*Mvh*) promoter (Gallardo et al., 2007) to a conditional allele of *Kdm6a* (Welstead et al., 2012). The *Cre* transgene is expressed in the prenatal germ line, and excision of the conditional allele is complete by the time postnatal spermatogenesis begins (Hu et al., 2013). *Kdm6a* is encoded on the X chromosome, so recombination of a single allele is sufficient to generate a complete knockout. Because developing spermatogenic cells are linked by cytoplasmic bridges until just before sperm are released, and therefore share cytoplasmic factors, loss of *Kdm6a* expression from the X chromosome affects both X- and Y-bearing spermatogenic cells even after meiosis (Braun et al., 1989) . Mating *Kdm6a* cKO males to wild-type females produced genetically wild type male offspring (‘*Kdm6a* F1’) and heterozygous female offspring (Figure 1A). *Cre*-negative littermates of *Kdm6a* cKO males were mated to age-matched wild type females, and the male offspring of these crosses were used as controls (‘control F1’). Critically, *Kdm6a* F1 males are genetically wild type, but generated from a paternal germ line lacking KDM6A activity.

**Figure 1.**
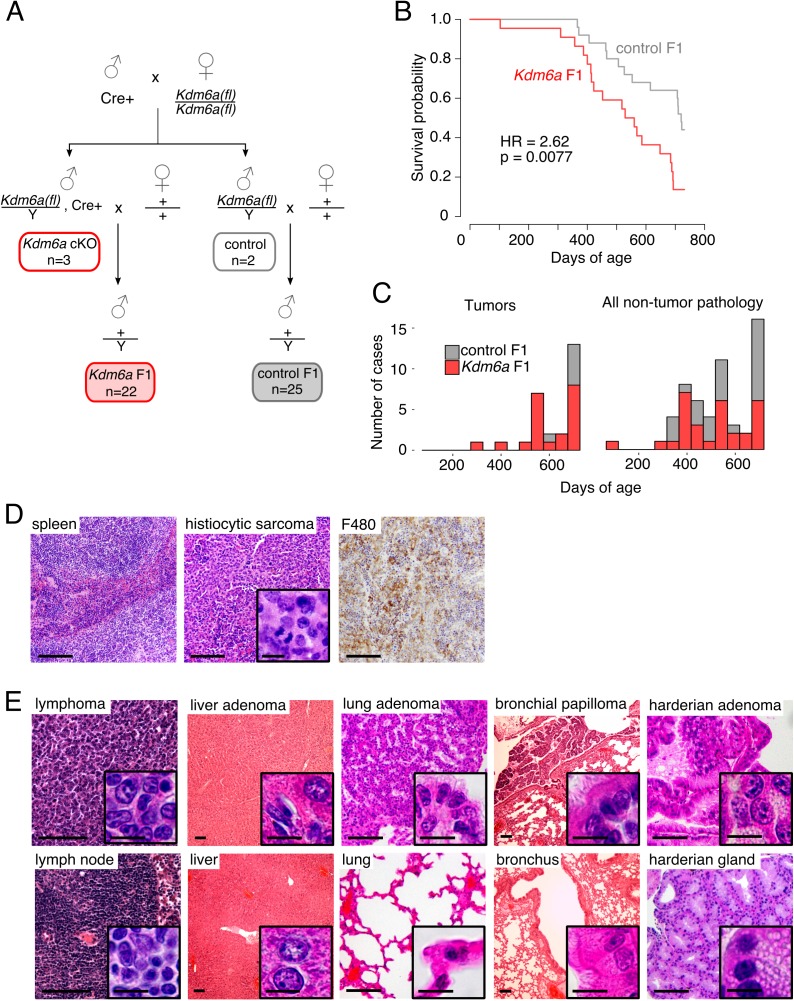
Reduced lifespan and increased tumor incidence in *Kdm6a* F1s. (**A**) Cross for *Kdm6a* F1 and control F1 mice. All *Kdm6a* cKO (n = 3) and control (n = 2) mice were littermates. (**B**) Survival curve for *Kdm6a* F1 and control F1 males. Hazard ratio (HR) and p-value calculated by a Cox proportional hazards model. (**C**) Raw counts of tumors (p=0.0071) and non-tumor phenotypes (p=0.69) in *Kdm6a* F1 vs. control F1 males at necropsy (p-values, one-sample test of proportions). (**D**) Left to right, hematoxylin and eosin (H&E) staining of normal spleen in control F1; H&E of histiocytic sarcoma in spleen of *Kdm6a* F1, showing diffuse infiltration of red pulp with nuclear pleomorphism and frequent mitotic figures (inset); immunohistochemistry of monocyte-lineage marker F4/80 in spleen histiocytic sarcoma. (**E**) H&E of representative tumors in *Kdm6a* F1s (top) and matched normal tissues from control F1s (bottom). Scale bars, 100 um (large images), 10 um (insets). See Figure 1—source data 1. 10.7554/eLife.39380.014Figure 1—source data 1.Survival and phenotype of *Kdm6a* F1s.

**Figure 1—figure supplement 1.**
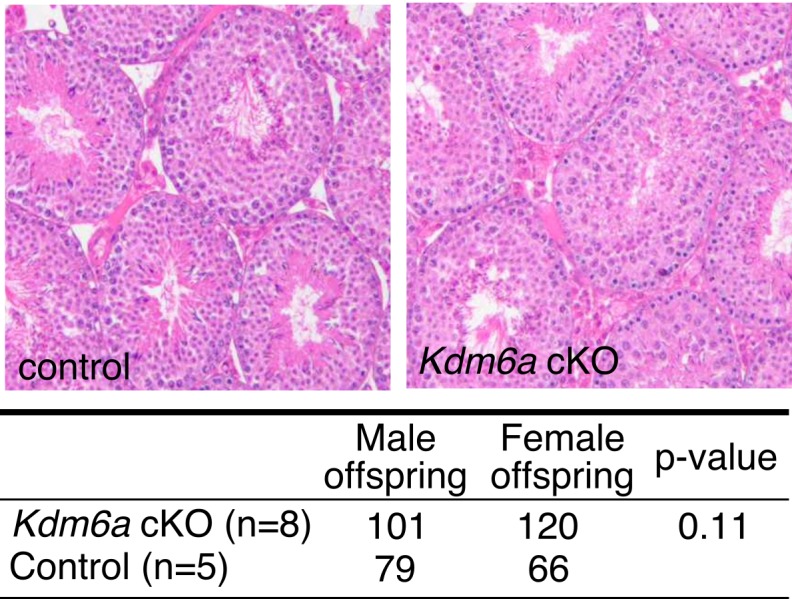
Normal spermatogenesis in Utx cKO males. Top, hematoxylin and eosin (H&E) staining of *Kdm6a* cKO and control adult testes. Bottom, counts of male and female F1 offspring from *Kdm6a* cKO and control mice. p-value, Fisher's exact test.

**Figure 1—figure supplement 2.**
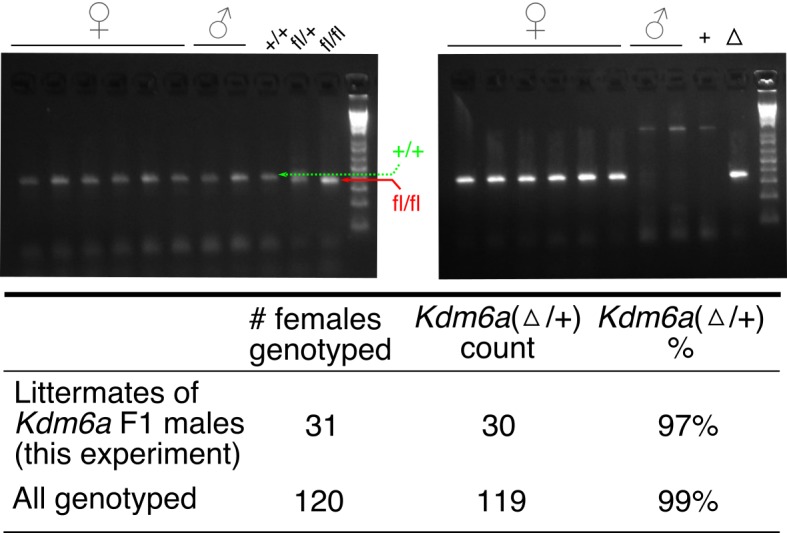
Efficiency of *Ddx4-Cre* in the male germ line. Top, sample genotyping gel for one litter of *Kdm6a* F1s, showing bands discriminating *Kdm6a(+)* and *Kdm6a(fl)* alleles (left) and bands detecting the *Kdm6a* delta allele (right).

**Figure 1—figure supplement 3.**
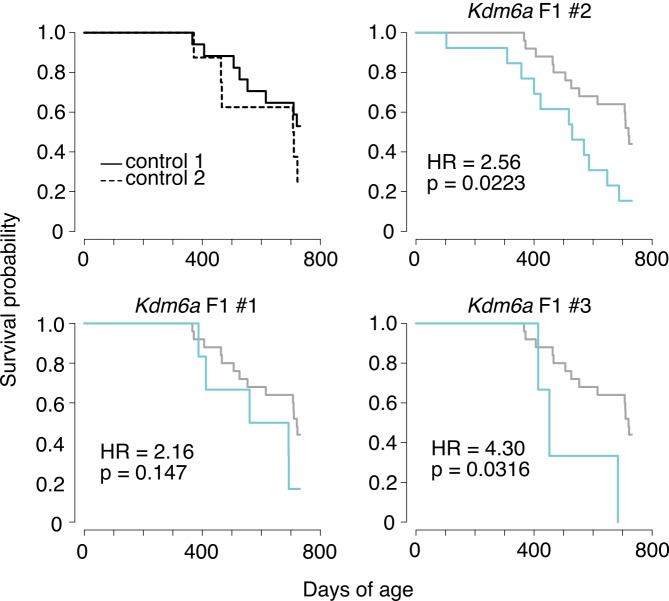
Survival of *Kdm6a* F1s from individual sires. Top left shows F1s from the two control sires. Other plots show combined control data in grey and data from F1s of individual *Kdm6a* F1 sires in blue. HR, hazard ratio. p-values calculated using a Cox proportional hazards model.

**Figure 1—figure supplement 4.**
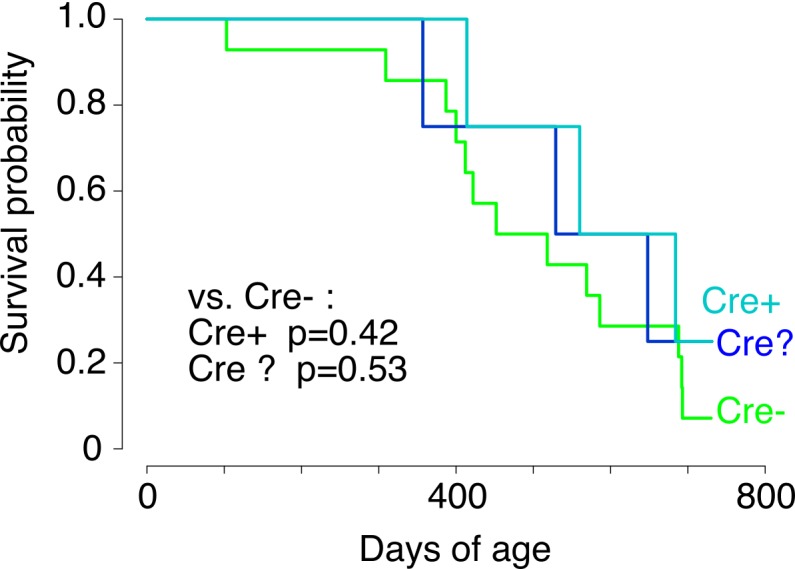
Survival of *Kdm6a* F1s grouped by presence or absence of the *Cre* transgene. 'Cre?' indicates failed or ambiguous genotyping. p-values calculated using a Cox proportional hazards model.

**Figure 1—figure supplement 5.**
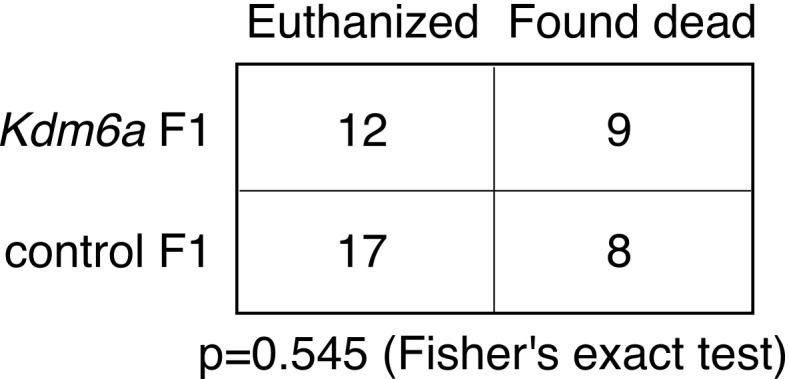
Contingency table for euthanasia vs.natural death in *Kdm6a* F1s and control F1s.

**Figure 1—figure supplement 6.**
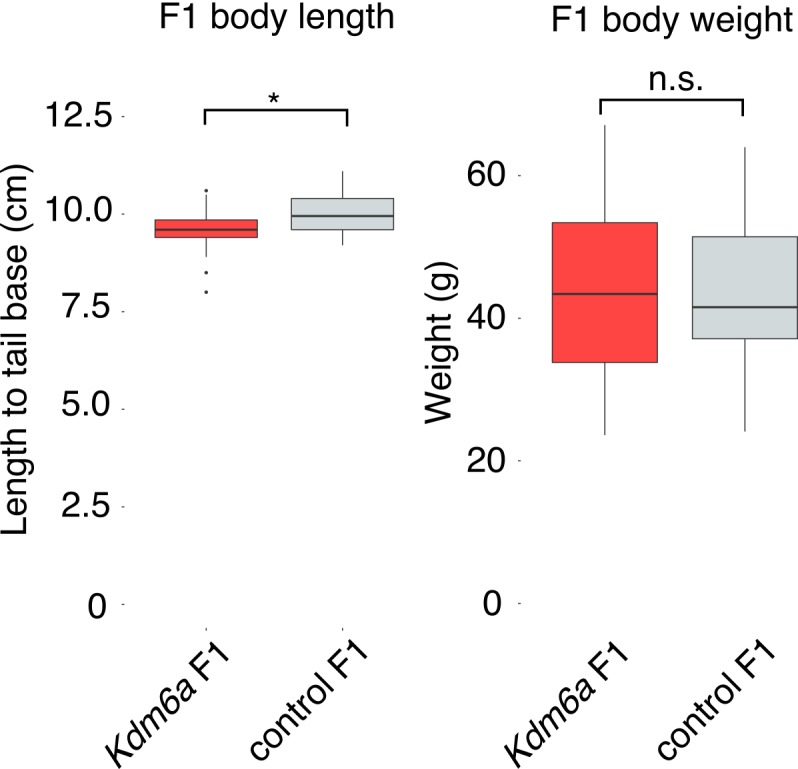
Utx F1 and control F1 weight and length. Body weight (p=0.8775) and length (p=0.01578) of male *Kdm6a* F1s and control F1s at necropsy. p-values calculated by Welch’s t-test.

**Figure 1—figure supplement 7.**
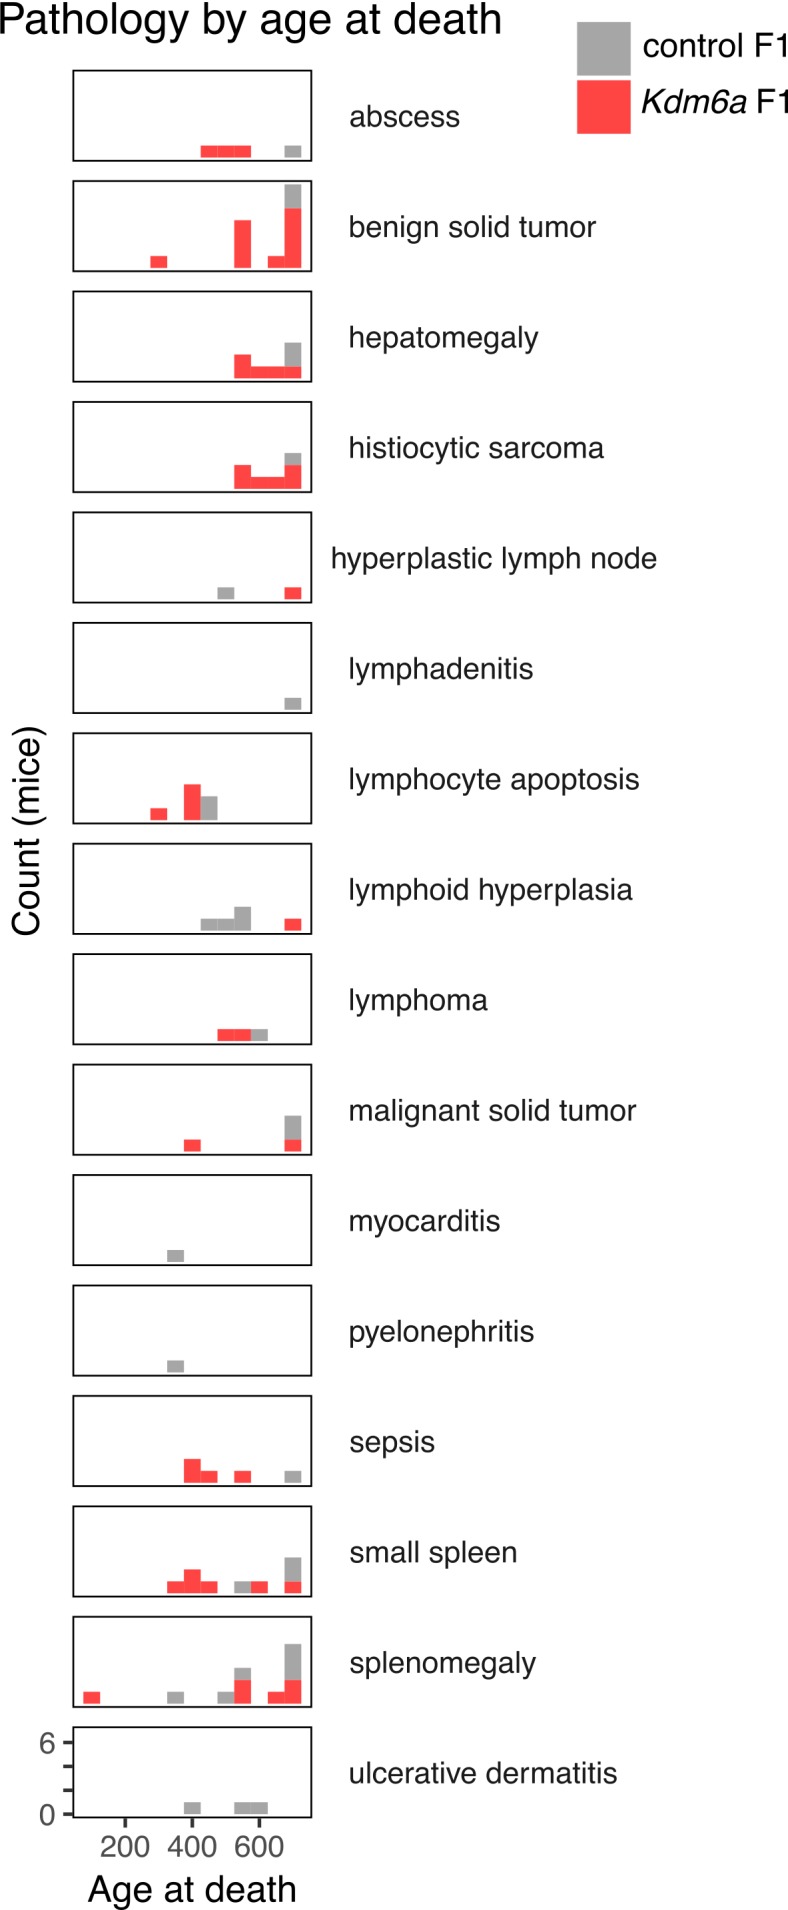
Counts of gross and histopathological diagnoses at necropsy for *Kdm6a* F1s and control F1s.

**Figure 1—figure supplement 8.**
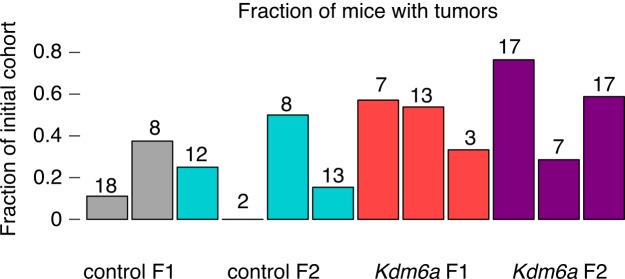
Tumor rates in control and *Kdm6a* F1s and F2s broken down by individual sire. Numbers of F1 or F2 mice are shown above the bar.

**Figure 1—figure supplement 9.**
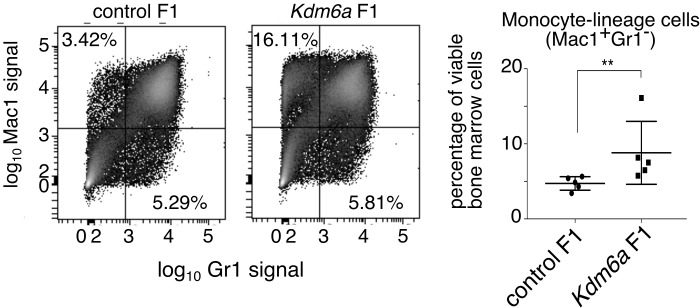
Characterization of myeloid lineages in F1 bone marrow. Flow cytometry showing increased fraction of monocyte/macrophage lineage cells in *Kdm6a* F1 compared to control F1 bone marrow. **p=0.0079 (Mann-Whitney U test).

**Figure 1—figure supplement 10.**
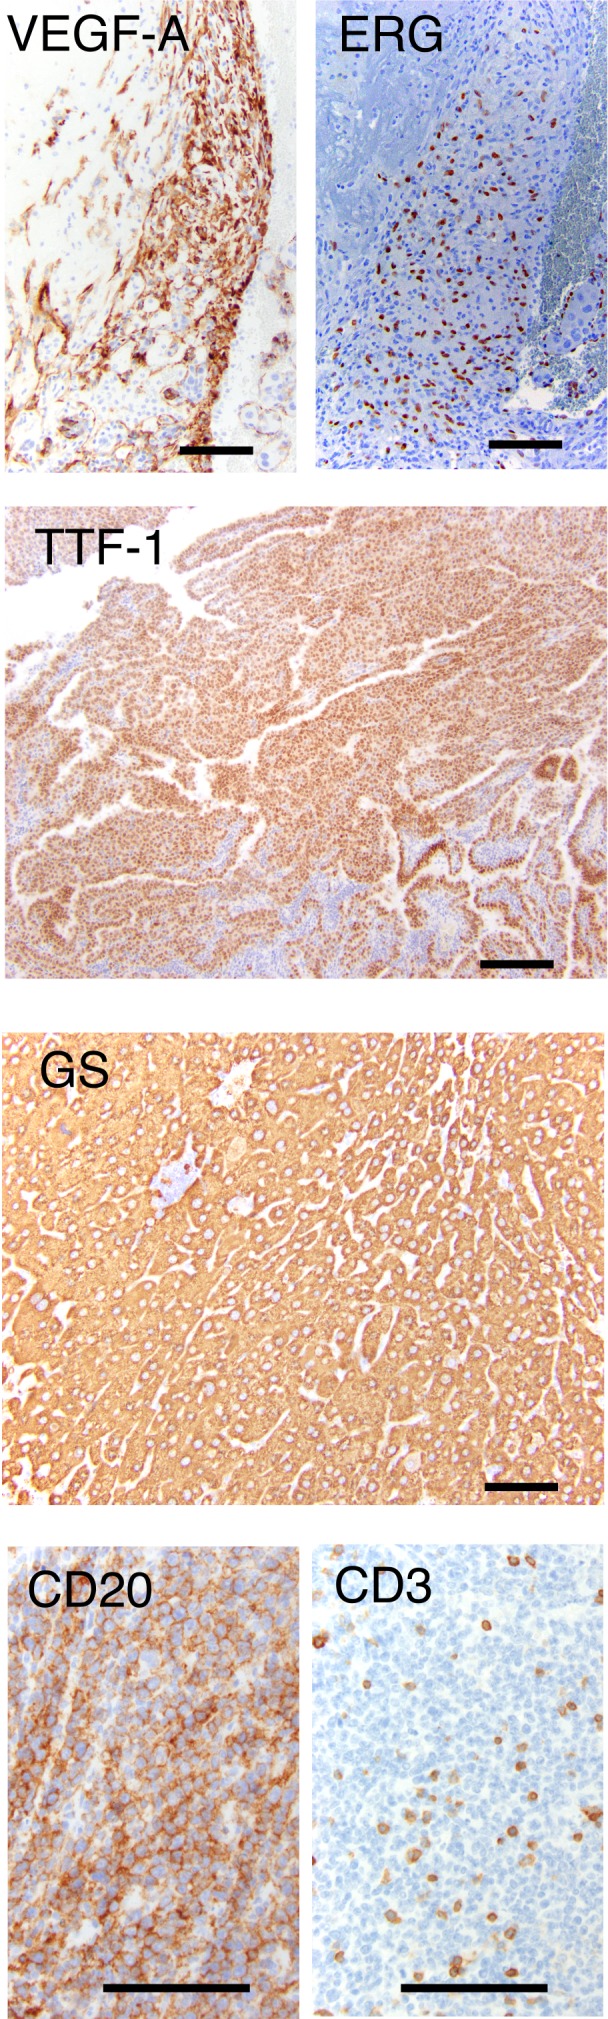
Validation of tumor types in Utx F1s. Immunohistochemistry (IHC) for sample tumors: VEGF-A (left, cytoplasmic) and ERG (right, nuclear) in angiosarcoma (Figure 2D); TTF-1 in lung adenoma (Figure 1E); Glutamine synthetase in hepatocellular carcinoma (Figure 2D); CD20 (left, tumor cells positive) and CD3 (right, tumor cells negative) in B-cell lymphoma (Figure 2D). Scale bar, 100 um.

*Kdm6a* cKO males were fertile, produced male and female offspring at Mendelian ratios, and exhibited normal spermatogenesis (Figure 1—figure supplement 1). We confirmed the high efficiency of *Cre* recombinase activity (>97%) by genotyping the heterozygous female offspring of these crosses (Figure 1—figure supplement 2). Male *Kdm6a* and control F1s were housed with littermates and followed until natural death or morbidity requiring euthanasia, at which time all animals underwent complete necropsy. Mice surviving past 24 months of age were considered healthy survivors.

### Reduced survival and increased tumor incidence in Kdm6a F1 compared to control F1 males

We found that lifespans of *Kdm6a* F1 males were shorter than those of control F1s (Figure 1B, Figure 1—figure supplement 3). This effect was independent of whether the animal carried the *Ddx4-Cre* transgene (Figure 1—figure supplement 4) and of mode of death (Figure 1—figure supplement 5). There was no significant difference in weight and a mild reduction in body length for *Kdm6a* F1s compared to control F1s at the time of death (Figure 1—figure supplement 6).

We evaluated cumulative necropsy data to define pathological correlates of the difference in survival between *Kdm6a* F1s and control F1s (Figure 1—figure supplement 7). We found that *Kdm6a* F1s that died between 12 and 18 months of age did not exhibit evidence of a unifying disease process. In contrast, *Kdm6a* F1s that died between 18 and 24 months of age exhibited an increased tumor burden compared to age-matched control F1s (Figure 1C, Figure 1—figure supplement 8). The spectrum of tumors identified was similar to that observed in normally aging mice (Haines et al., 2001), but appeared earlier and at higher frequencies. The most common cancer type was histiocytic sarcoma, a blood tumor of the monocyte/macrophage lineage (Figure 1D; 6/22 vs. 1/25 mice, p=0.040, Fisher’s Exact test); this tumor was found in *Kdm6a* F1s at a mean age of 624 ± 61 days, and in a single control F1 at 722 days. Flow cytometry of bone marrow from these mice revealed expanded populations of monocyte-lineage cells, consistent with histiocytic sarcoma. In addition, *Kdm6a* F1 mice not identified as having histiocytic sarcoma by histopathology also had a moderate increase in monocyte-lineage cell populations, indicating subtle skewing of hematopoietic lineages even in the absence of full-blown disease (Figure 1—figure supplement 9). *Kdm6a* F1 mice also developed a variety of other solid and blood tumors (Figure 1E, Figure 1—figure supplement 10, Figure 2—source data 2).

### Increased tumor susceptibility in Kdm6a F2 males

We then asked whether this effect could be transmitted to a second generation. We designed a breeding strategy in which wild type males were generated from male germ cells that had passed through two successive generations of *Kdm6a* conditional deletion (‘*Kdm6a* F2’), or through one generation of *Kdm6a* deletion followed by one generation with an intact *Kdm6a* gene (‘control F2’) (Figure 2A). F2 males were followed under the same protocol as F1 males. We found that, like *Kdm6a* F1s, *Kdm6a* F2s exhibited reduced survival relative to the original control F1 cohort, whereas survival of control F2 males was more variable (Figure 2B, Figure 2—figure supplement 1). Also like *Kdm6a* F1s, *Kdm6a* F2s had an increased tumor burden relative to the F1 control cohort (Figure 2C and D, Figure 2—figure supplement 2). We did not find evidence for increased tumor burden in control F2 males. We conclude that repeated loss of *Kdm6a* in the male germ line is required to maintain the intergenerational tumor susceptibility phenotype.

**Figure 2.**
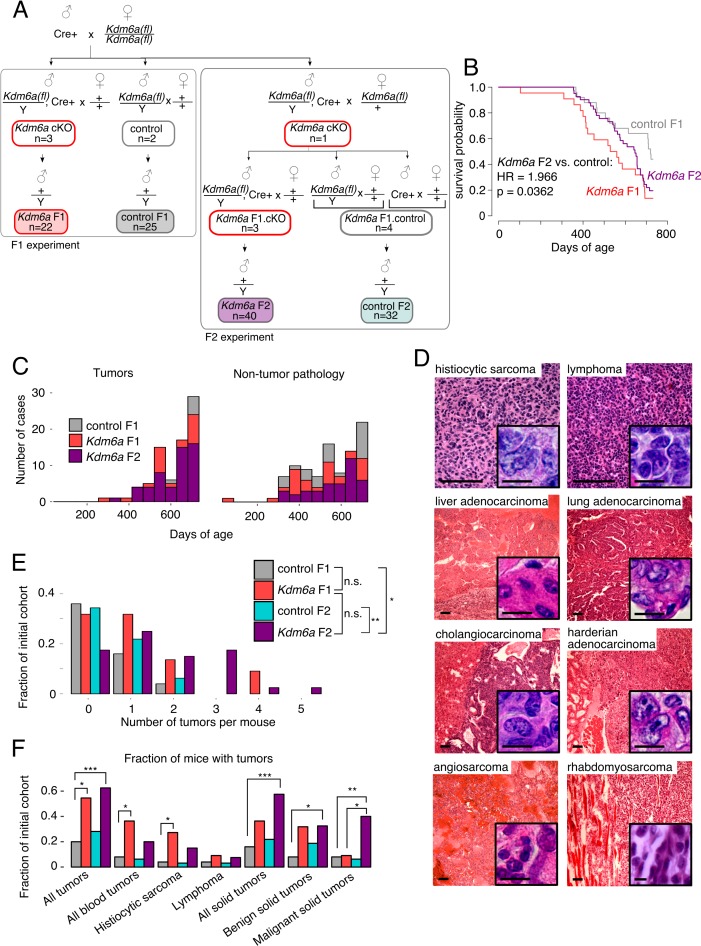
Reduced lifespan and increased tumor incidence in *Kdm6a* F2s. (**A**) Cross for *Kdm6a* F2s and control F2s. The *Kdm6a* cKO male used in this experiment was littermate to the 3 *Kdm6a* cKO and two control males used in the F1 experiment. Control F2s, combined progeny of *Cre*-only or only *Kdm6a(fl)*-only F1s. (**B**) Survival curve for *Kdm6a* F1s, control F1s, and *Kdm6a* F2s. Hazard ratio and p-value calculated by a Cox proportional hazards model. (**C**) Raw counts of tumors (p=3.45e-9) and non-tumor phenotypes (p=0.13) in control F1s, *Kdm6a* F1s, and *Kdm6a* F2s at necropsy (p-values, *Kdm6a* F2s vs. control F1s, one-sample test of proportions). (**D**) H&E staining of representative tumors in *Kdm6a* F2s. Scale bar, 100 um (large images), 10 um (insets). (**E**) Tumor count per individual at necropsy. *p<0.05, **p<0.01, Fisher’s exact test. (**F**) Fraction of mice with tumors. *p<0.05, **p<0.01, ***p<0.001, Fisher’s exact test. See Figure 2—source data 1. 10.7554/eLife.39380.018Figure 2—source data 1.Survival and cancer phenotype of *Kdm6a* F2s. 10.7554/eLife.39380.019Figure 2—source data 2.All tumors identified in F1 and F2 cohorts.Counts represent total tumors including multiple tumors per mouse. Tumor rate (tumors/mouse) in parentheses. *Kdm6a* F2.controlA mice generated from a Cre-only sire; *Kdm6a* F2.controlB mice generated from a *Kdm6a(fl)*-only sire.

**Figure 2—figure supplement 1.**
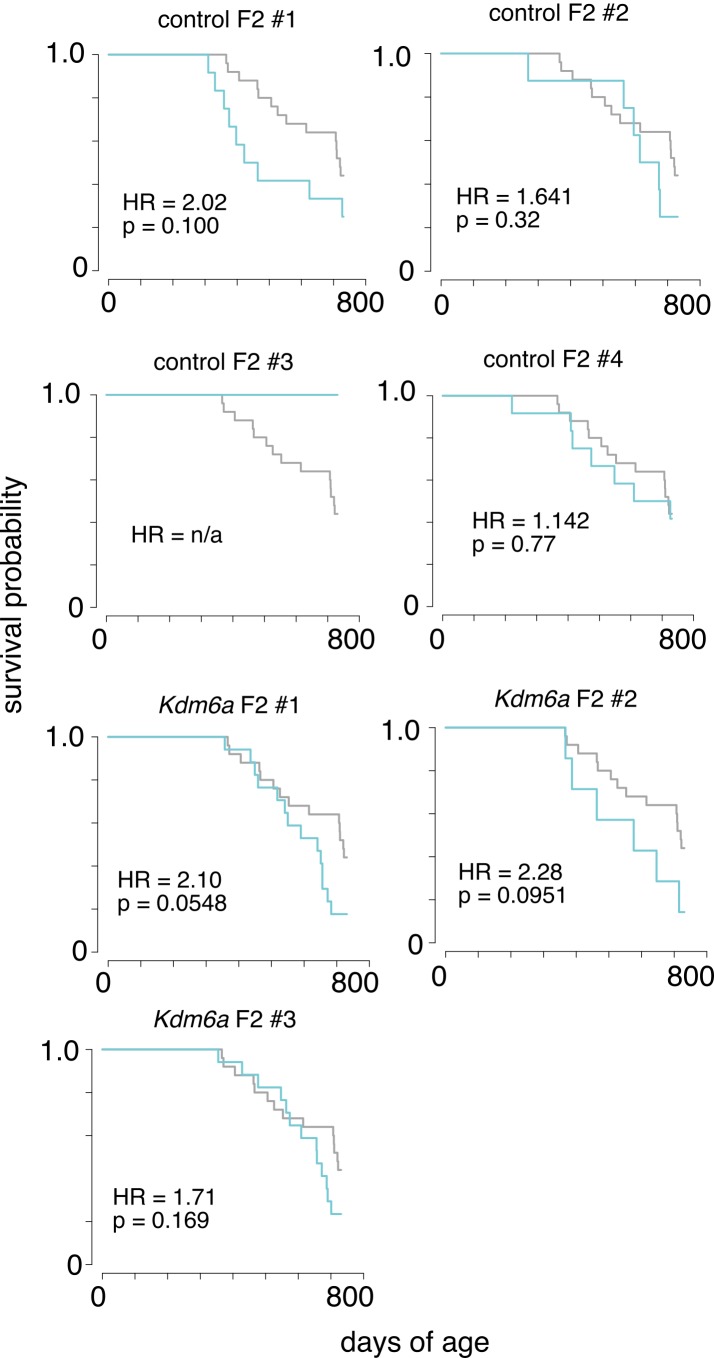
Survival of F2s from individual sires. Each plot shows survival of F2 offspring from an individual *Kdm6a* F1 control or *Kdm6a* male (blue), as shown in Figure 3, plotted with survival data from control F1s (grey). *Kdm6a* F1 control male sires #1 and #2 carried the *Kdm6a(fl)* allele without the *Ddx4-Cre* transgene. *Kdm6a* F1 control male sires #3 and #4 carried the *Ddx4-Cre* transgene without the *Kdm6a(fl)* allele. HR, hazard ratio. p-values calculated using a Cox proportional hazards model.

**Figure 2—figure supplement 2.**
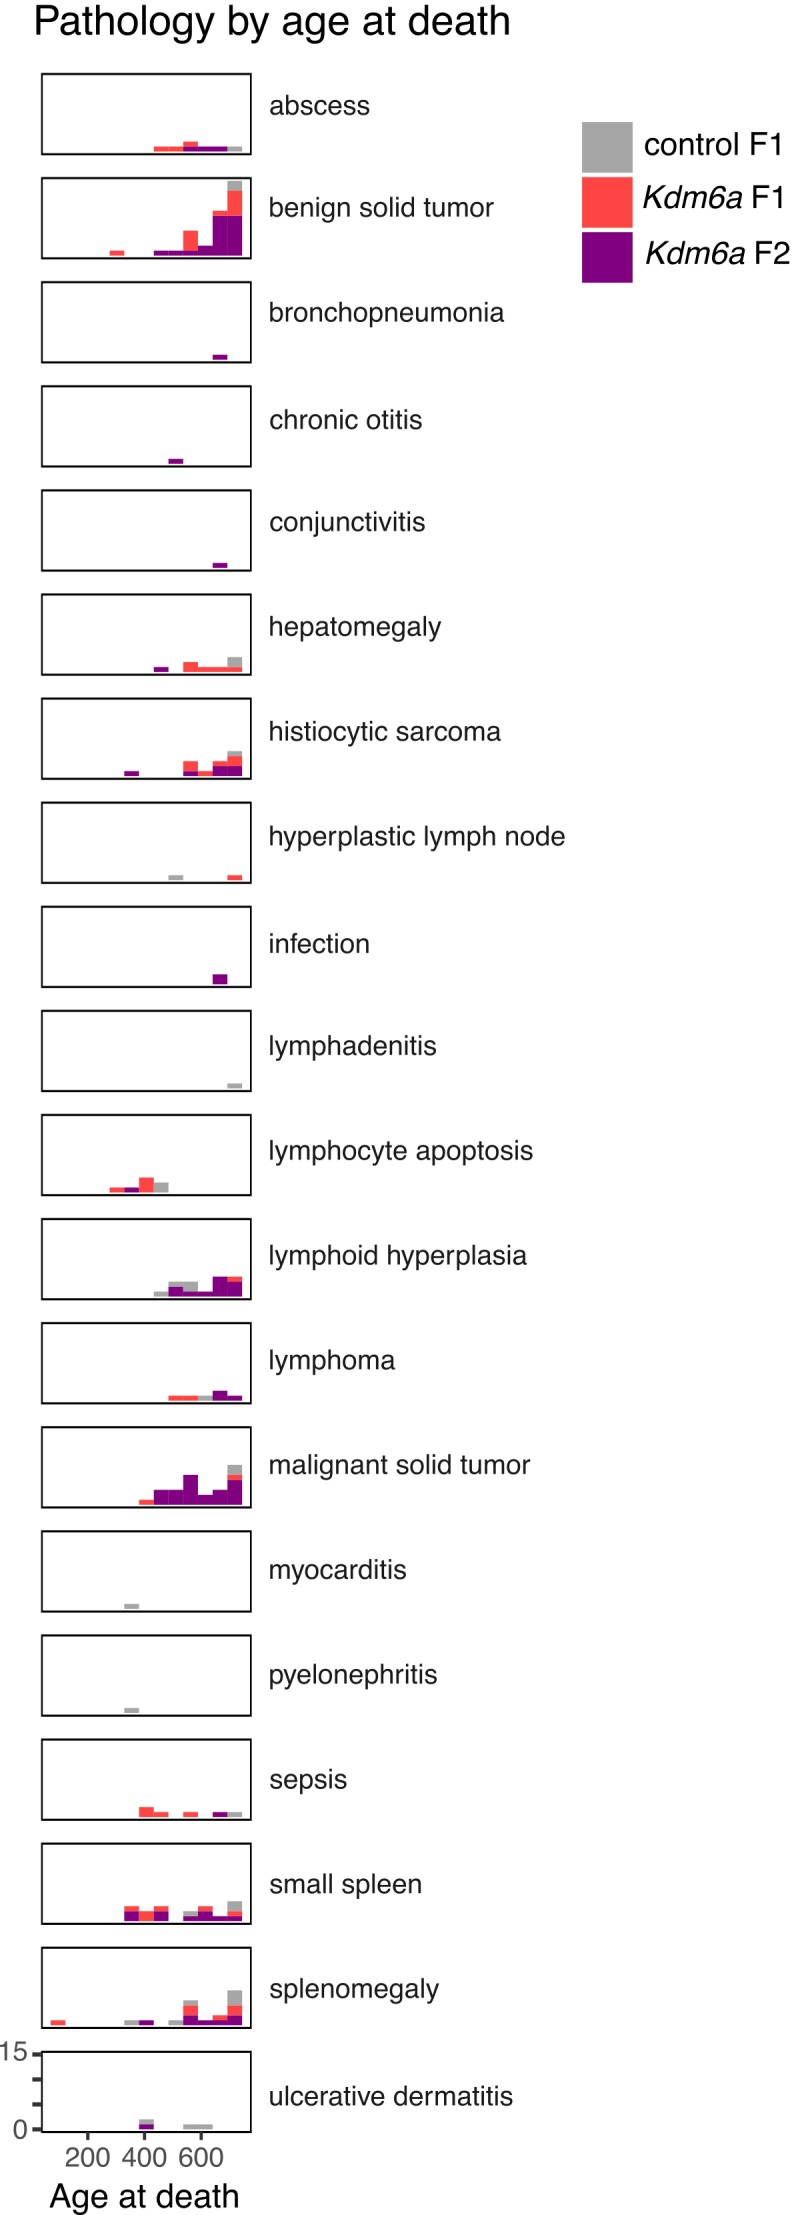
Counts of gross and histopathological diagnoses at necropsy for *Kdm6a* F1s, control F1s, and *Kdm6a* F2s.

Notably, the tumor phenotype was more pronounced in *Kdm6a* F2s compared to *Kdm6a* F1s: *Kdm6a* F2s developed more tumors per mouse (overall tumor rate: 0.24 control, 0.95 *Kdm6a* F1, 1.30 *Kdm6a* F2; Figure 2—source data 2), and when present, tumors were more aggressive. Thirty-eight percent (15/40) of *Kdm6a* F2 mice had more than one independent tumor at death, compared to 23% (5/22) of *Kdm6a* F1 mice and 4% (1/25) of control F1 mice (Figure 2E). In addition, a higher fraction of *Kdm6a* F2 tumors were malignant (Figure 2F). We conclude that exposure of male germ cells to loss of *Kdm6a* across multiple generations confers a cumulative risk of tumor development on offspring. These findings imply that the molecular changes mediating this effect accumulate across generations, but can be reset when germline *Kdm6a* expression is restored.

### Altered epigenetic profiles in Kdm6a cKO male germ cells

We then turned our attention to the molecular mechanism by which loss of *Kdm6a* in the germ line might affect tumor susceptibility in the next generation. An advantage of our experimental strategy is that any epigenetic perturbation in germ cells is a consequence of a single defined genetic lesion, knockout of *Kdm6a*. We could therefore predict the nature of epigenetic changes in the *Kdm6a* cKO germ line based on the known molecular functions of the KDM6A protein. KDM6A is an H3K27me3 histone demethylase, and also plays a demethylase-independent role in promoting assembly of active enhancer regions (Hong et al., 2007; Lan et al., 2007; Shpargel et al., 2012; Wang et al., 2017). We first examined the effect of *Kdm6a* deletion on H3K27 methylation in male germ cells. 

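The H3K27me3 data cover 2 ChIP libraries of control sperm and 2 of Kdm6a cKO sperm, each made from the pooled epididymal sperm of several males, with an MNase-digested input for each pool. The deposited values are the authors' signal per 2 kb tile, from which the input had been subtracted and negative values set to 0. They had then been multiplied by a factor of each library, so that the libraries are not on a common scale. A tile was compared between the control and the Kdm6a cKO library that carry the same replicate number, and a difference was read as a change only where both replicates showed it. There are 2 pools per genotype, and values are given per replicate or as the mean of both replicates.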

We collected H3K27me3 ChIP-seq data from two biological replicates of epididymal sperm from *Kdm6a* cKO and littermate control males (Figure 3—source data 2, Figure 3—figure supplement 1). 

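At the Fabp3 coding exon, which lies in a gene for a fatty acid binding protein, the H3K27me3 signal was 413 and 365 in the control replicates and 275 and 390 in the Kdm6a cKO replicates. At the intron of Ino80d, a subunit gene of a chromatin remodelling complex, it was 86.0 and 186 in control sperm and 88.6 and 145 in Kdm6a cKO sperm. Across tiles, the Pearson correlation was 0.807 between the control replicates and 0.897 between the Kdm6a cKO replicates. Within replicate 1 the control and the Kdm6a cKO library correlated at 0.935, and within replicate 2 at 0.941. The libraries of opposite genotype and replicate correlated at 0.908 and 0.820. These values run across tiles, and tiles are not independent replicates.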

ChIP-seq data were strongly correlated between sperm replicates (Figure 3—figure supplement 2).

We examined H3K27me3 signal in 2-kilobase (kb) tiles throughout the genome. Genome-wide, we observed an increase in H3K27me3 signal in *Kdm6a* cKO sperm relative to control sperm after normalizing for library size, as expected for loss of an H3K27me3 demethylase (Figure 3A). 

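Over the 438144 tiles with signal in replicate 1, the median signal was 6.49 in control and 10.6 in Kdm6a cKO sperm. Over the 504640 tiles with signal in replicate 2, it was 7.72 in control and 6.34 in Kdm6a cKO sperm. Most of the 1362749 tiles of 2 kb had no signal in either library of a replicate. In replicate 1, 274830 tiles were higher and 163032 lower in Kdm6a cKO sperm (62.8% higher, equal tiles left out), and in replicate 2 218563 were higher and 285478 lower (43.4%). The mean of these 2 shares was 53.1%. With the signal averaged over the replicates first, 319928 tiles were higher and 325619 lower (49.6% higher). The signal summed over all tiles was 1.02 times as high in Kdm6a cKO as in control sperm in replicate 1 and 0.898 times as high in replicate 2. In round spermatids, the haploid cells before sperm elongation, with 1 library per genotype, 53.3% of tiles were higher in the Kdm6a cKO.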

We confirmed a global gain in H3K27me3 by Western blot (Figure 3B). However, this effect was not uniform throughout the genome. 

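The 5% with the most H3K27me3 signal, of the 646583 tiles with signal in any sperm library, number 32330. Among them, 75.7% were lower in Kdm6a cKO sperm, with a median signal of 130.4 in control and 117 in Kdm6a cKO sperm, and their mean log2 fold change over both replicates was -0.15. In replicate 1 their median signal was 114 in control and 93.7 in Kdm6a cKO sperm, a mean log2 fold change of -0.27, and in replicate 2 the change was 0.02. When the tiles were ranked in replicate 2 and measured in replicate 1, the mean change was -0.20, and when ranked in replicate 1 and measured in replicate 2 it was 0.23. Leaving out replicate 2 gave -0.30 and leaving out replicate 1 gave -0.10 for tiles ranked and measured in the same library pair. In round spermatids the corresponding mean change was -0.21, with 80.4% of the top tiles lower. Between the sperm controls, top tiles ranked in control replicate 1 changed by -0.24 in control replicate 2. Those ranked in control replicate 2 changed by -1.20 in control replicate 1. With libraries scaled to equal totals these changes were -0.78 and -0.67. They involve no difference in genotype, but the tiles were ranked in a single library.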

While H3K27me3 signal increased in the majority of tiles in *Kdm6a* cKO sperm, those tiles with the highest overall H3K27me3 signal exhibited a paradoxical loss of H3K27me3 in *Kdm6a* cKOs (Figure 3C, Figure 3—figure supplement 3). The result is an apparent flattening of the H3K27me3 profile: a decrease in H3K27me3 at regions with high signal, accompanied by an increase in H3K27me3 in adjacent regions (Figure 3D–E, Figure 3—figure supplements 4–5). This effect is compatible with several explanations. 

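Around the top tiles, the neighbours at 2 kb on either side changed by -0.13 and -0.13 on the log2 scale in the mean of both replicates, by -0.09 and -0.08 in replicate 1 and by -0.00 and -0.01 in replicate 2. At 14 kb on either side the mean change was 0.03 and 0.04, in replicate 1 alone 0.30 and 0.31, and in replicate 2 alone -0.03 and -0.03. Selecting the tiles on the controls alone gave a mean change of -0.21 at the top tiles, and selecting them on the Kdm6a cKO libraries alone gave -0.09. The top 1% changed by -0.20 and the top 10% by -0.11.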

First, it may reflect genuine loss of signal in some regions accompanied by gain in adjacent regions. Second, widespread gain of H3K27me3 due to loss of KDM6A demethylase activity could result in the false appearance of signal loss at regions where H3K27me3 levels are actually unchanged. Finally, this effect may represent a more homogeneous signal at the population level due to increased variability between individual sperm. Allowing for each of these explanations, we conclude that loss of KDM6A increases H3K27me3 overall and alters the normal pattern of distribution of H3K27me3 during spermatogenesis.

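Named tiles show both directions in both replicates. A tile in Rgs3, which encodes a regulator of G protein signalling, had no signal in either control replicate and 32.6 and 38.5 in Kdm6a cKO sperm. A tile in Ube2g2, a ubiquitin conjugating enzyme gene, went from 0 to 32.6 and 34.5. In the opposite direction, a tile in Rora, the gene of a nuclear receptor, went from 26.1 and 19.8 in control to 0.0176 and 0 in Kdm6a cKO sperm, and a tile in Tnfaip8l3, a lipid transfer protein gene, from 20.1 and 19.8 to 0 and 0. The peak lists of the authors held 68679 and 33172 regions in control sperm and 65381 and 34588 in Kdm6a cKO sperm. Of the control peaks, 65.4% in replicate 1 and 72.6% in replicate 2 overlapped a Kdm6a cKO peak, on average 69.0%. The share was 52.7% when at least 0.5 of the peak had to overlap and 92.1% for the higher-scoring control peaks of replicate 2. Between the control replicates, 36.1% of replicate 1 peaks overlapped a replicate 2 peak, and 76.2% the other way. Between the Kdm6a cKO replicates these shares were 42.7% and 82.9%. Peaks that are not shared between genotypes therefore do not by themselves show an effect of genotype. From the rise across the genome together with the fall at the strongest regions and the western blot (Fig. 3A-E), the paper concludes that KDM6A loss raises H3K27me3 and changes where it lies, while naming 3 readings of the flattened profile.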

**Figure 3.**
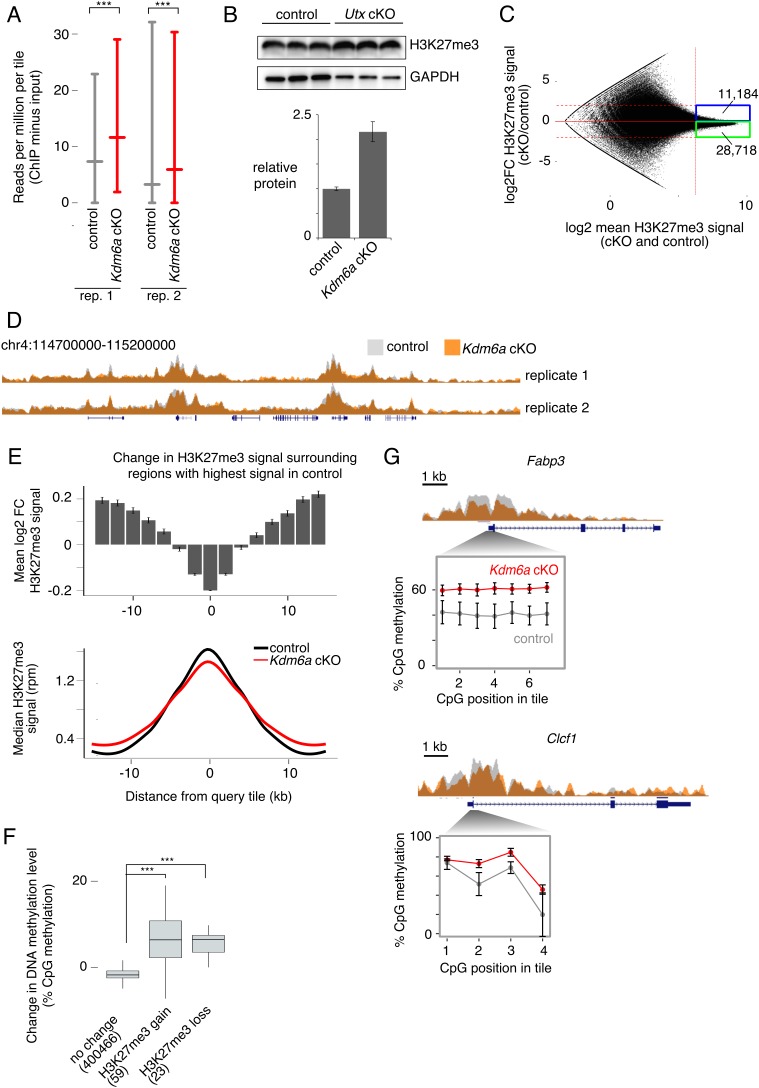
Redistribution of H3K27me3 in *Kdm6a* cKO germ cells. (**A**) Median and interquartile range (IQR) for H3K27me3 signal in 2 kb tiles for each of two sperm ChIP-seq replicates. ***p<2.2×10^−16^, Mann-Whitney U test. (**B**) Western blot for H3K27me3 in germ cell-enriched testis samples from control and *Kdm6a* cKO mice. Bottom plot shows quantitation relative to GAPDH. Image is representative of two biological replicates. (**C**) MA plot of change in H3K27me3 signal vs. mean signal in *Kdm6a* cKO vs. control sperm, based on the mean of two biological replicates. Dashed horizontal lines, log2 fold change (log2FC) =±2. (**D**) Browser tracks of H3K27me3 signal in *Kdm6a* cKO and control sperm. (**E**) Top, mean log2FC in H3K27me3 signal for the 5% of tiles with greatest H3K27me3 signal in sperm and for surrounding tiles, based on mean values from two biological replicates. Error bars,±SE. Bottom, metagene of median H3K27me3 signal for the same set of tiles. (**F**) Change in DNA methylation level in *Kdm6a* cKO vs. control sperm for regions where log2FC H3K27me3 > 0.5 (‘H3K27me3 gain’), log2FC H3K27me3 < −0.5 (‘H3K27me3 loss’), or with no change in H3K27me3 (−0.5 < logFC < 0.5). Numbers of tiles in each category are shown. Horizontal bars, median; boxes, IQR. ***p<10^−11^, Mann-Whitney U test. (**G**) ChIP and RRBS data at two regions with altered H3K27me3 and DNA hypermethylation in sperm. Error bars, SEM of three replicates. See Figure 3—source data 2. 10.7554/eLife.39380.029Figure 3—source data 1.ChIP-seq libraries. 10.7554/eLife.39380.030Figure 3—source data 2.H3K27me3 in *Kdm6a* cKO sperm.

**Figure 3—figure supplement 1.**
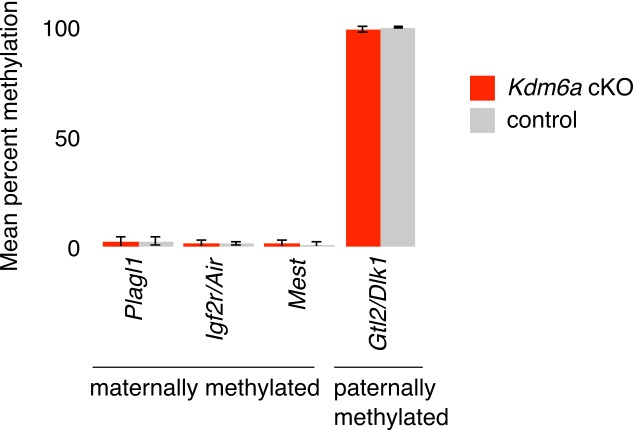
Assay for purity of isolated epididymal sperm populations. Mean percent methylation in sperm at three maternally methylated and one paternally methylated imprinted region. N = 3 *Kdm6a* cKO and three control males. Error bars represent SD across individuals.

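The maternally methylated regions stayed close to unmethylated in sperm of both genotypes. Airn, the antisense RNA of the Igf2r region, had 1.61 ± 0.771% methylation in control and 1.48 ± 0.370% in Kdm6a cKO sperm (mean ± SD, n = 3 males each). Mest, a gene expressed from the paternal allele, had 1.74 ± 0.228% and 2.26 ± 0.405%. Plagl1, a zinc finger gene, had 1.88 ± 0.234% and 1.63 ± 0.403%. The paternally methylated Dlk1-Meg3 region had 79.0 ± 4.55% in control and 82.4 ± 1.40% in Kdm6a cKO sperm. Somatic cells carry methylation on 1 of the 2 alleles of the maternally methylated regions and would raise the values there. Between 22 and 196 CpGs were covered per region and male.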

**Figure 3—figure supplement 2.**
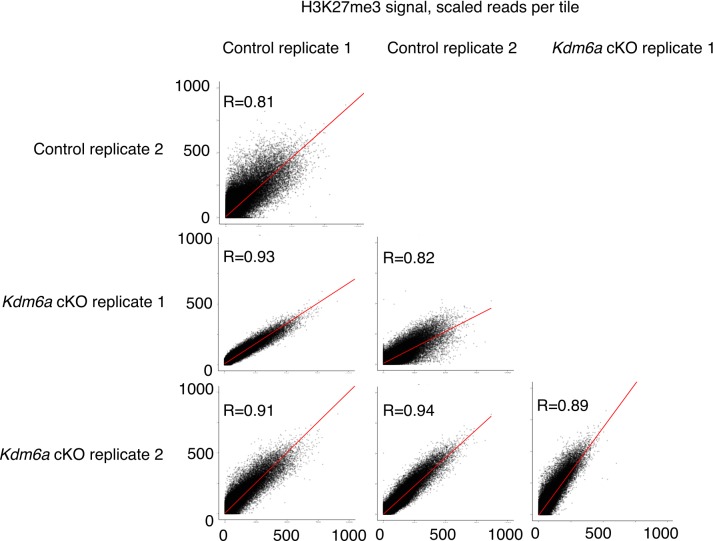
Correlations between individual datasets for genome-wide H3K27me3 ChIP-seq tiles.

**Figure 3—figure supplement 3.**
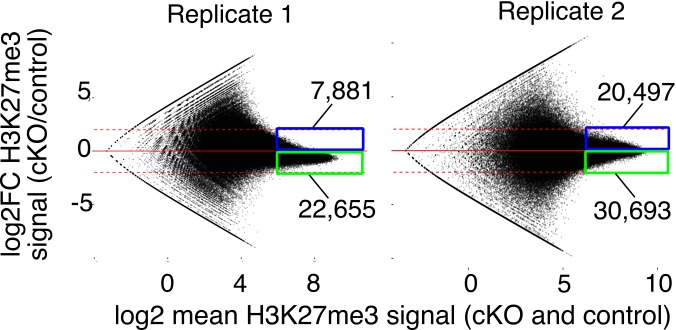
MA plots of change in H3K27me3 signal vs.mean signal in *Kdm6a* cKO vs. control for individual sperm replicates. Dashed horizontal lines, log2FC ± 2.

**Figure 3—figure supplement 4.**
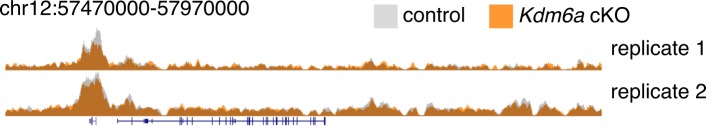
Representative ChIP-seq browser tracks for control and *Kdm6a* cKO sperm.

**Figure 3—figure supplement 5.**
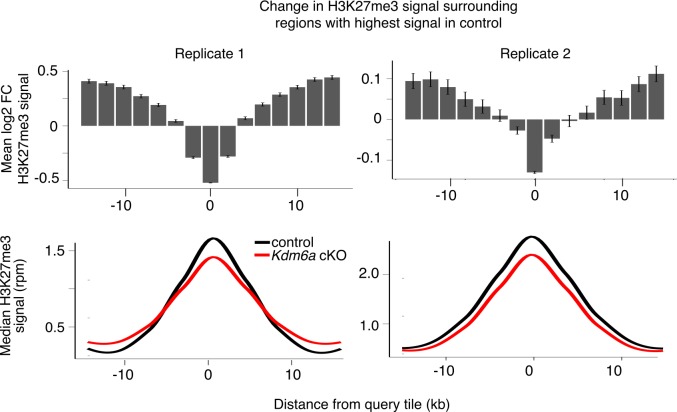
Analysis of H3K27me3 changes in each sperm replicate. Top, mean log2FC in H3K27me3 signal for the 5% of tiles with greatest H3K27me3 signal and for surrounding tiles for individual sperm ChIP-seq replicates. Bottom, metagene of median H3K27me3 signal for the same set of tiles.

**Figure 3—figure supplement 6.**
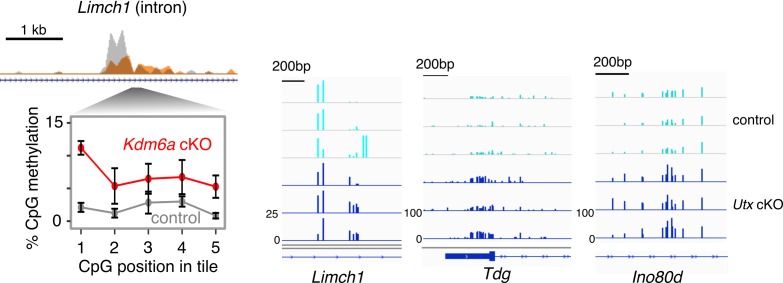
Sample loci showing gain of DNA methylation in Utx cKO sperm. Left, representative ChIP-seq and RRBS data at a region with significant change in H3K27me3 and gain of DNA methylation. Error bars, SEM of three replicates. Right, genome browser tracks showing DNA methylation data for the same region (*Limch1* intron) and two additional regions (*Tdg* promoter and *Ino80d* intron).

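At the Limch1 intron, in a gene for an actin binding protein, methylation in sperm was 2.00 ± 1.34% in control and 7.01 ± 3.50% in Kdm6a cKO males (mean ± SD, n = 3 each). The tile beside the Tdg promoter, 91 bp downstream of the start of the gene for thymine DNA glycosylase, had 6.15 ± 2.21% and 19.5 ± 5.62%. The Ino80d intron had 22.2 ± 6.65% and 31.8 ± 9.20%. With 3 males against 3 no exact permutation test can go below p = 0.1. The H3K27me3 signal of the Limch1 tile was 53.6 in control and 25.0 in Kdm6a cKO sperm in replicate 1, and 62.1 and 116 in replicate 2. The Tdg tile had 5.44 and 0 in replicate 1 and no signal in replicate 2.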

**Figure 3—figure supplement 7.**
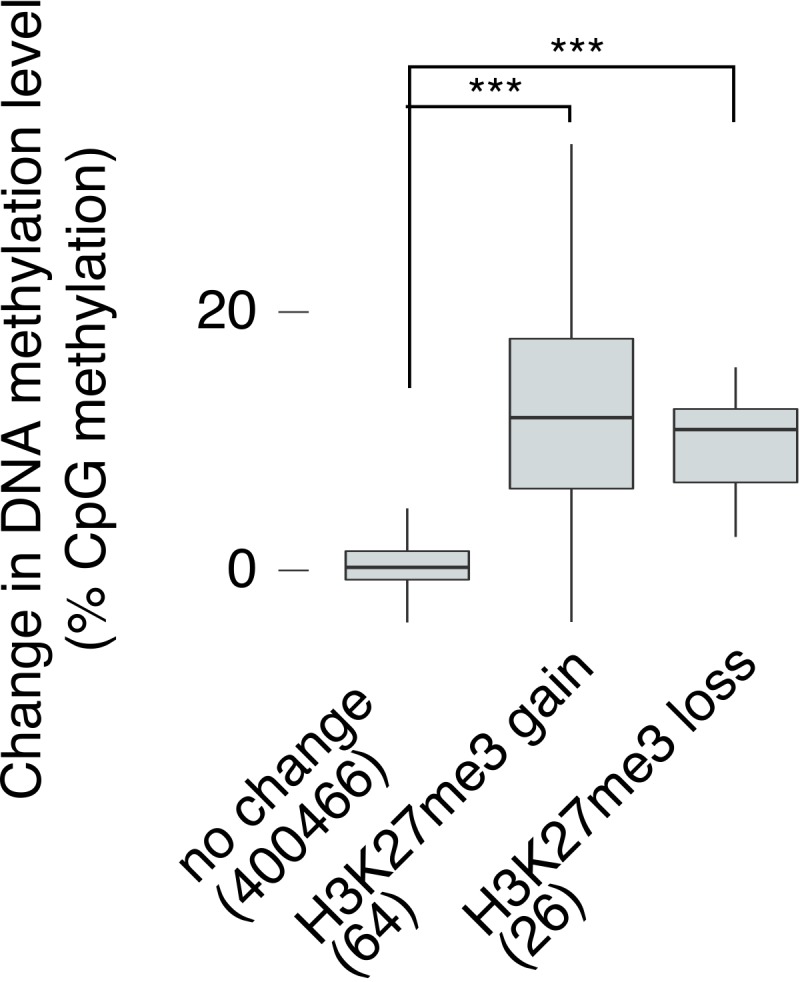
Reanalysis of DNA methylation changes after exchanging data between replicates. Change in DNA methylation level in *Kdm6a* cKO vs.control sperm for regions where log2FC H3K27me3 > 0.5 (‘H3K27me3 gain’), log2FC H3K27me3 < −0.5 (‘H3K27me3 loss’), or with no change in H3K27me3 (−0.5 < logFC < 0.5) when exchanging the cKO and control data between replicates. Numbers of tiles in each category are shown. 80% of regions with increased and 83% of regions with decreased H3K27me3 signal in our original analysis were also identified in this analysis. Horizontal bars, median; boxes, IQR. ***p<10^−13^, Mann-Whitney U test.

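With the Kdm6a cKO and control libraries exchanged between replicates, 4786 tiles met the definition of altered tiles used for the original pairing. Of the tiles with a gain in the original pairing, 85.8% were found again, and of those with a loss, 80.7%. The Rgs3 and Ube2g2 tiles with no signal in either control and the Tnfaip8l3 tile with no signal in either Kdm6a cKO library change in the same direction in both pairings, because each Kdm6a cKO library differs from each control library at these tiles. When the replicates took the place of the genotypes, 35007 tiles met the same definition, and with 1 control and 1 Kdm6a cKO library on each side 6370 did.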

**Figure 3—figure supplement 8.**
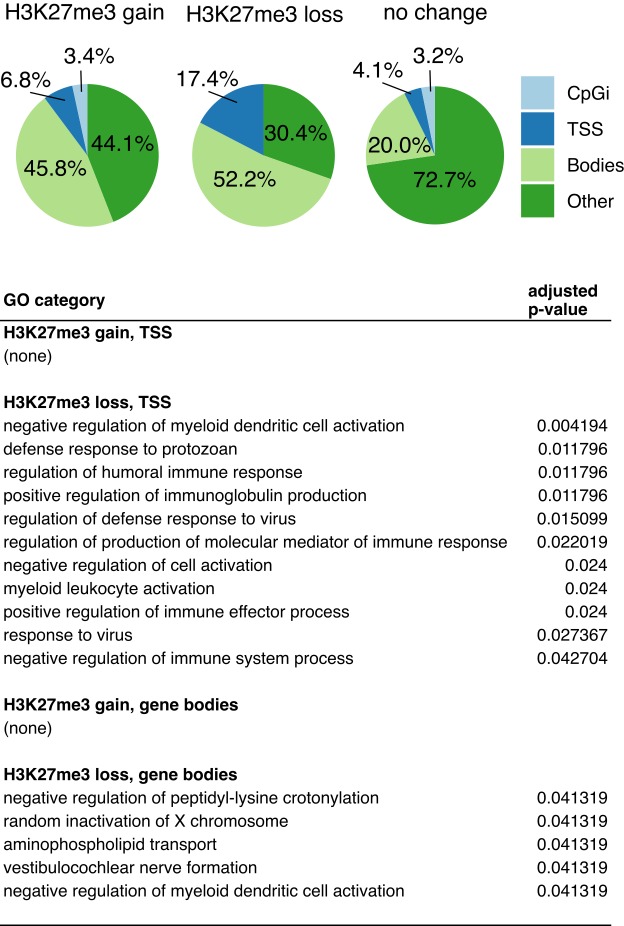
Characteristics of regions exhibiting reproducible changes in H3K27me3 in Utx cKO compared to control sperm. Characterization of regions classified as ‘H3K27me3 gain’ (log2FC > 0.5), ‘H3K27me3 loss’ (log2FC < 0.5), or ‘no change’ (all other regions). Top, region distribution relative to CpG islands, TSS, and gene bodies. Bottom, all enriched gene ontology categories for regions associated with TSS or gene bodies.

Because we deleted *Kdm6a* early in spermatogenesis, we then considered the possibility that some epigenetic changes carried by *Kdm6a* cKO sperm might be indirect effects of early KDM6A loss. Deposition of H3K27 methylation has been associated with both gain and loss of cytosine DNA methylation, depending on the genomic and cellular context (Brinkman et al., 2012; Neri et al., 2013; Viré et al., 2006). DNA methylation is stable across long developmental time periods and is retained at high levels in sperm (Monk et al., 1987; Smallwood et al., 2011; Smith et al., 2012). We therefore asked if DNA methylation levels changed in regions of the genome where H3K27me3 was most perturbed in *Kdm6a* cKO relative to control sperm. 

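The RRBS libraries come from the epididymal sperm of 3 control and 3 Kdm6a cKO males. The deposited values are the authors' counts of methylated and unmethylated reads at each CpG, and every listed CpG has at least 10 reads. Each library holds between 75724434 and 114081102 reads over CpGs, with a median coverage of 19 to 29 reads per CpG. A 100 bp tile was kept with at least 10 reads in each library compared, and the median number of reads per tile and library was 72. At that depth the binomial standard error of a tile near an even share of methylated reads is several percentage points, so that smaller differences at a single tile in a single animal are not resolved.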

We collected reduced representation bisulfite sequencing (RRBS) data from epididymal sperm of three control and three *Kdm6a* cKO males (Figure 4—source data 2). Overall levels of DNA methylation did not differ between control and cKO sperm (65% and 66% methylation, respectively). However, regions where H3K27me3 was altered, defined as those tiles with log2 fold change >0.5 or<−0.5 and false discovery rate <0.1 in both ChIP-seq replicates and which were not called as different in comparisons between the two control or two cKO datasets, were associated with increased DNA methylation (Figure 3F and G, Figure 3—figure supplement 6, Figure 3—figure supplement 7). Both increased and decreased H3K27me3 were associated with a gain in DNA methylation, possibly due to secondary alterations in histone methylation after establishment of an initial change in DNA methylation. These regions were enriched near gene bodies (p=9.898×10^−6^ for H3K27me3 gain and p=5.892×10^−4^ for H3K27me3 loss, Fisher’s exact test), and regions of H3K27me3 loss were also weakly enriched at transcription start sites (p=0.01368, Fisher’s exact test). 

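Over CpGs covered in all 6 sperm libraries, mean methylation was 40.5 ± 0.371% in control and 41.0 ± 0.0527% in Kdm6a cKO males (mean ± SD, n = 3 each). The difference of 0.563 percentage points gave p = 0.1 in a two-sided exact permutation test, which is the smallest value this design allows. Without control replicate 1 the difference was 0.357 percentage points. With at least 20 reads required at each CpG the means were 52.6% and 53.3%, since the sites covered more deeply are on average more methylated. Weighting each CpG by its reads gave 43.1% and 52.4%.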

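Tiles were taken as altered where the log2 fold change was beyond 0.5 in the same direction in both replicates and the 2 controls and the 2 Kdm6a cKO libraries did not differ by as much from each other. The false discovery rate of the authors' rule was not repeated, and a minimum signal was added, so the definition is not theirs. Of 323283 tiles with a mean signal above the median of tiles with signal, 4852 were altered. Of these, 3808 had a gain and 1044 a loss of H3K27me3. Groupings with 1 control and 1 Kdm6a cKO library on each side gave more (6370 and 35007), so the count alone does not show an effect of genotype. In the gain tiles, DNA methylation was 88.1 ± 0.682% in control and 89.0 ± 0.0690% in Kdm6a cKO sperm (mean ± SD over 3 males each). In the loss tiles it was 66.9 ± 0.884% and 68.8 ± 0.311%, and in tiles with no change in H3K27me3 61.5 ± 1.04% and 63.2 ± 0.192%. Each of these differences gave p = 0.1 in an exact permutation test across males, the smallest that 3 against 3 can reach. The median difference per tile was 0.253 percentage points in 1410 covered gain tiles, 0.670 in 356 loss tiles and 0.439 in 25150 tiles with no change. With a log2 fold change of at least 1 in place of 0.5, the medians were 0.248 at gain, 0.251 at loss and 0.381 without change. Against the tiles with no change, a two-sided Mann-Whitney U test gave p = 1.33e-11 for the gain tiles (n = 1410), which had the lower median, and p = 0.123 for the loss tiles (n = 356). Against tiles matched for methylation, the two-sided resampling p was 0.813 for gain and 0.0193 for loss. Without control replicate 1 the gain median was 0.145, and without control replicate 3 the loss median was 0.792 and passed the test. Tiles are not independent replicates.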

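Among the gain tiles, a DMR in Padi4, which encodes a histone citrullinating enzyme, was 28.1 percentage points more methylated in Kdm6a cKO sperm. A DMR in H2-DMa, a gene for peptide loading onto MHC class II, was 26.6 points higher and a DMR in Rgs3 23.3 points higher. The DMR in Fam20c, a secreted kinase gene, was lower, with a difference of -15.5 points. Among the loss tiles, a DMR in Atp8b1, a lipid flippase gene, was 15.7 points higher and a DMR in Ephx2, which encodes an epoxide hydrolase, 12.9 points higher. In all, the gain tiles held 34 hypermethylated and 1 hypomethylated DMR among 3331 covered 100 bp tiles (1.05%). The loss tiles held 12 hypermethylated and 0 hypomethylated DMRs among 862 (1.39%). The share in tiles that were not altered was 1.37%, and in the tiles with no change in H3K27me3 it was 1.89%. The median difference of the DMRs was 11.6 points in gain tiles and 12.1 points in loss tiles, against 11.7 points in tiles with no change in H3K27me3.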

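The Rgs3 and Ube2g2 gain tiles and the Rora and Tnfaip8l3 loss tiles lie in gene bodies. Among all gain tiles, 56.4% overlapped a gene body, against 55.2% of the other tiles (two-sided Fisher's exact test, p = 0.159, odds ratio 1.05). Among loss tiles the share was 48.9%, below that of the other tiles (Fisher's exact test, p = 4.35e-05, odds ratio 0.775). A transcription start site lay in 4.15% of gain tiles and in 5.08% of loss tiles, against 7.24% of the other tiles (Fisher's exact test, p = 3.28e-15 and p = 0.00583). Tiles are not independent replicates.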

Genes exhibiting loss of H3K27me3 and gain of DNA methylation were enriched for functions such as ‘negative regulation of myeloid dendritic cell activation’ and ‘positive regulation of immune effector process’ (Figure 3—figure supplement 8). Together, our results indicate that deletion of *Kdm6a* early in spermatogenesis induces redistribution of H3K27me3, and that regions strongly affected by H3K27me3 redistribution gain DNA methylation in mature sperm.

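The sperm tiles with altered H3K27me3 and a DMR include the Esrrg gene, which encodes an orphan nuclear receptor, with a methylation difference of 19.4 percentage points, and Galnt16, a glycosyltransferase gene, with 15.9 points, both at H3K27me3 gain. At H3K27me3 loss they include Tnfaip8l3 with 11.9 points and Epas1, which encodes a hypoxia-inducible factor, with 9.84 points. The differences pool the reads of 3 control and 3 Kdm6a cKO males. The paper reasons that the demethylase is absent from early spermatogenesis on, that H3K27me3 is redistributed, and that regions with either direction of H3K27me3 change carry more DNA methylation (Fig. 3F), and from this concludes that strongly affected regions gain DNA methylation in sperm.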

### Differential DNA methylation persists from Kdm6a cKO sperm to Kdm6a F1 soma

We then asked if the changes in DNA methylation evident in *Kdm6a* cKO sperm could also be detected in somatic tissues of aging *Kdm6a* F1 adults. We collected RRBS data from bone marrow of *Kdm6a* F1 and control F1 males (Figure 4—source data 2), and compared it to the RRBS data from *Kdm6a* cKO and control sperm. 

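The bone marrow libraries come from 5 control F1 and 3 healthy Kdm6a F1 males and hold the same kind of counts as the sperm libraries. Each has between 26738132 and 52788104 reads over CpGs, and a tile has a median of 52 reads per library. The libraries of control F1 replicate 3 and Kdm6a F1 replicate 1 carry the unique molecular identifier in a separate index file, and the other 6 carry it in the read name. This gives a batch of 1 against 1 and a batch of 4 against 2 animals. Over CpGs covered in all libraries, methylation was 63.5 ± 2.59% in control F1 and 64.2 ± 0.638% in Kdm6a F1 (mean ± SD; two-sided exact permutation test, p = 0.75), with differences of -1.5 and 1.49 percentage points within the 2 batches. The pooled difference was -0.302 points without control F1 replicate 2, 1.12 without control F1 replicate 3 and 1.41 without control F1 replicate 5.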

We identified differentially methylated regions (DMRs: 100 bp tiles with false discovery rate <0.05) in *Kdm6a* cKO vs. control sperm and in *Kdm6a* F1 vs. control F1 bone marrow (Figure 4A). 

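In sperm, the largest gains among tiles that no animal of the other genotype crossed include a tile in Grb2, the adaptor of receptor tyrosine kinases, with 18.7 ± 14.1% in control and 62.6 ± 16.7% in Kdm6a cKO (mean ± SD, n = 3 each). A tile in Ppp1r37, a phosphatase subunit gene, had 44.4 ± 11.8% and 82.0 ± 11.9% at 180 to 521 reads. The largest losses include a tile in Pdzd2, a PDZ domain protein gene, with 46.2 ± 6.66% in Kdm6a cKO against complete methylation in control. Other large sperm losses lie near it on chromosome 15. A strain variant could also give such values, and this was not tested for these tiles. In bone marrow, a tile in Actn1, which encodes alpha-actinin, had 6.87 ± 7.15% in 5 control F1 and 54.0 ± 21.2% in 3 Kdm6a F1 animals. A tile in Naa25, an acetyltransferase subunit gene, had 46.2 ± 3.55% and 95.5 ± 7.87%, and a tile in Mafk, a small Maf transcription factor gene, 41.6 ± 9.85% and 90.2 ± 9.03%. Each of the last pair holds 1 measured CpG. Both lie in a segment of chromosome 5 where calls may be strain variants, as weighed in the closing observations. A tile in Rbfox1, an RNA binding protein gene, fell from 86.3 ± 4.06% to 41.8 ± 10.3%. A logistic test on the pooled reads called 8705 of 635262 tiles in sperm and 4183 of 269635 in bone marrow at a false discovery rate of 0.05. This test takes reads rather than animals as its unit. Without control replicate 1 the sperm count was 4723, without control replicate 2 13074, and without control F1 replicate 2 the bone marrow count was 2086. When the spread between animals was estimated at each tile (F test with overdispersion), 0 tiles passed in either tissue. At an unadjusted p under 0.05 there were 7508 sperm and 5228 bone marrow tiles (1.18% and 1.94%). These percentages cannot be set against a nominal 5%, since the rate of this test on unchanged tiles was not measured. limma on arcsine-transformed shares also called 0. These 2 tests recovered 0 of 200 simulated differences of 20 percentage points, so a count of 0 carries no information on whether tiles differ. A moderated quasi-likelihood model chosen after the data were seen called 1043 in sperm and 19 in bone marrow.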

To avoid the confounding effect of disease on DNA methylation, we excluded F1 mice with any histopathological abnormality in the blood lineage. DMRs in both *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow were more likely to be hypermethylated than hypomethylated relative to their respective controls (4725 hypermethylated vs. 323 hypomethylated DMRs in sperm and 3156 hypermethylated vs. 1122 hypomethylated DMRs in bone marrow). 

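Among the named regions, the Grb2 and Ppp1r37 tiles in sperm and the Actn1 tile in bone marrow belong to the hypermethylated side, and Pdzd2 and Rbfox1 to the other. In sperm, 7960 DMRs were hypermethylated and 745 hypomethylated, so that 91.4% were higher in Kdm6a cKO. In bone marrow, 3118 were hypermethylated and 1065 hypomethylated, or 74.5%. The median size of the difference was 11.7 percentage points in sperm and 11.8 in bone marrow. With the delivery of the molecular identifier as a covariate, bone marrow had 2633 hypermethylated and 978 hypomethylated DMRs. Without control F1 replicate 2, whose own CpG mean was 29.4%, it had 957 hypermethylated and 1129 hypomethylated DMRs.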

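The tiles called in both tissues include a tile on chromosome 13 at 44419401, with 30.9% methylation in control and 53.8% in Kdm6a cKO sperm and 34.5% and 51.9% in control F1 and Kdm6a F1 bone marrow. A tile in an intron of Atp2b1, a plasma membrane calcium pump gene, had 42.6 ± 30.0% and 73.0 ± 4.66% in sperm (mean ± SD, n = 3 each) and 20.2 ± 12.9% and 39.8 ± 5.95% in bone marrow (n = 5 and 3). A tile in an intron of Kpna7, an importin gene, had 41.0% and 69.2% in sperm and 42.5 ± 16.4% and 90.6 ± 10.0% in bone marrow, at 1 measured CpG. With 1 CpG, a strain variant at the Kpna7 tile cannot be told apart from a methylation change. Of 265955 tiles covered in both tissues, 4940 were called in sperm and 4111 in bone marrow, and 341 in both, where 76.4 are expected if the calls are independent (4.47-fold, hypergeometric test, which is a one-sided Fisher's exact test, p = 4.84e-116). Other groupings of the same sperm males gave 4.80 to 9.82-fold (median 6.96), each above the fold of the real one. By count, the real grouping gave the most shared tiles (341, against a highest other of 331). It also gave the most tiles hypermethylated in both tissues (247, against 94). The 10 groupings are too few for a share under 0.05. The hypergeometric test treats tiles as independent, and 30 of the 247 tiles hypermethylated in both lie in the ribosomal RNA cluster of chromosome 17, between 39843101 and 39848700. Without bone marrow control F1 replicate 2 the shared count was 182, and without sperm control replicate 1 it was 222. All 299 regions in the paper's own list were covered, with pooled differences within 0.001 percentage points of the listed ones, and 291 were called in both tissues here.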

Two hundred and ninety-nine regions were differentially methylated in both *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow, significantly more than expected by chance (57 regions expected, p=4.22e-121, hypergeometric test) (Figure 4B). Considering all 299 shared DMRs, there was a positive correlation between the magnitude of DNA methylation change in sperm and in F1 bone marrow (R = 0.17, p=0.0026) (Figure 4C). 

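The Lama3 intron, in a laminin subunit gene, differed by 20.8 percentage points in sperm and 19.4 in bone marrow, the Clcf1 intron, in a cytokine gene, by 5.48 and 6.81, and the Limch1 intron by 5.02 and 18.8. Over the 341 shared tiles, Pearson's r between the differences in sperm and in bone marrow was 0.179 (two-sided permutation test, p = 0.0011) and Spearman's rho 0.310. The correlation runs across tiles, which are not independent replicates, since neighbouring tiles share reads and animals.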

Two hundred and twenty-six individual DMRs (76%) were positively correlated between sperm and F1 bone marrow, including 207 (69%) hypermethylated and 19 (6%) hypomethylated regions (Figure 4—source data 3, Figure 4—source data 2). 

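Shared gains include Fabp3, a coding exon tile with 34.6 ± 15.3% in control and 53.0 ± 9.78% in Kdm6a cKO sperm (mean ± SD, n = 3 each) and 48.4 ± 21.7% in control F1 and 66.9 ± 2.28% in Kdm6a F1 bone marrow (n = 5 and 3). The Lama3 tile had 50.6 ± 5.04% and 71.5 ± 11.4% in sperm and 31.7% and 46.8% in bone marrow. A tile on chromosome 11 at 94500201 had 24.0% and 53.1% in sperm and 59.7% and 86.6% in bone marrow. Of the 341 shared tiles, 247 were hypermethylated and 21 hypomethylated in both tissues, and 73 moved in opposite directions. The same direction held in 78.6%, against 71.8% expected from the share of gains in each tissue. Without bone marrow control F1 replicate 2, 71 were hypermethylated in both, with 38.3 shared tiles expected, and without sperm control replicate 1 125 were. Of the 247, 134 lie in genes, 73 of them in introns and 15 in coding exons, and 113 between genes. Sperm and bone marrow come from different animals, the latter from the F1 generation.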

Given the overall hypermethylation of DMRs in both *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow, we focused our attention on the 207 hypermethylated regions. We considered these positively-correlated hypermethylated DMRs as candidates for direct inheritance of DNA methylation state from the paternal germ line, and refer to them as ‘persistent’ DMRs. We validated our RRBS findings using pyrosequencing in *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow, and confirmed hypermethylation at 12 of 13 tested DMRs in at least one tissue and at seven of 13 DMRs in both tissues (Figure 4—figure supplement 1).

**Figure 4.**
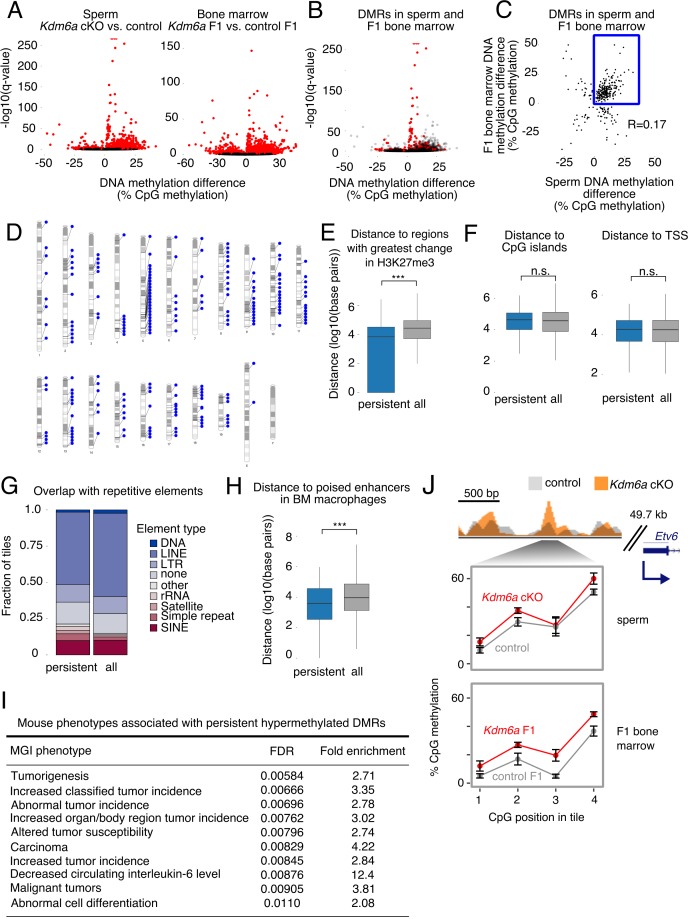
Persistent DMRs are associated with altered H3K27me3 and enhancer regions. (**A**) Left, differentially methylated regions (DMRs) in sperm. Right, DMRs in F1 bone marrow. Red, false discovery rate (FDR) < 0.05. (**B**) Sperm volcano plot from (**A**); DMRs with FDR < 0.05 in both sperm and F1 bone marrow are in red. (**C**) Magnitude of DNA methylation difference (*Kdm6a* cKO vs. control or *Kdm6a* F1 vs. control F1) for the 299 DMRs shared between sperm and F1 bone marrow. Box, persistent DMRs. (**D**) Distribution of persistent DMRs in the mouse genome. (**E**) Distance from persistent DMRs to the 25% of regions with greatest change in H3K27me3 in sperm. ‘All’ refers to the complete set of tiles covered by RRBS. ***p<0.001, Mann-Whitney U test. (**F**) Left, distance to CpG islands. Right, distance to transcription start sites (TSS). (**G**) Fraction of DMRs overlapping repetitive elements. (**H**) Distance to poised enhancers in sorted bone marrow macrophages. ***p<0.001, Mann-Whitney U test. (**I**) Top 10 mouse phenotypes associated with persistent DMRs. (**J**) Representative persistent DMR in the enhancer of a cancer-associated gene (*Etv6*). Error bars, SEM of three replicates. See Figure 4—source data 1. 10.7554/eLife.39380.037Figure 4—source data 1.DNA methylation in *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow. 10.7554/eLife.39380.038Figure 4—source data 2.RRBS libraries. 10.7554/eLife.39380.039Figure 4—source data 3.DMRs shared between *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow. 10.7554/eLife.39380.040Figure 4—source data 4.Genes within 1 kilobase of persistent DMRs.

**Figure 4—figure supplement 1.**
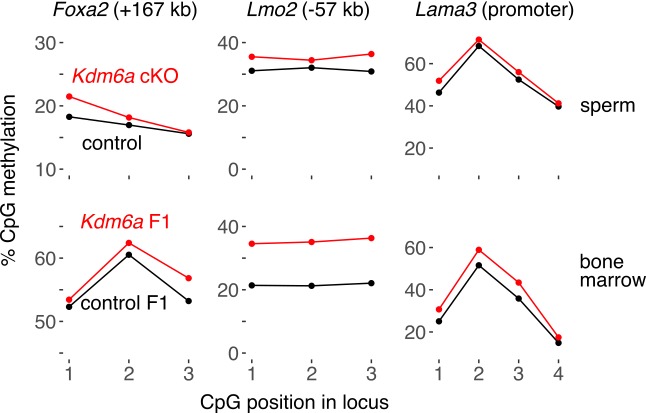
Representative pyrosequencing data at three persistent DMRs, including two tumor-associated enhancers (*Foxa2* and *Lmo2*) and one promoter (*Lama3*).

**Figure 4—figure supplement 2.**
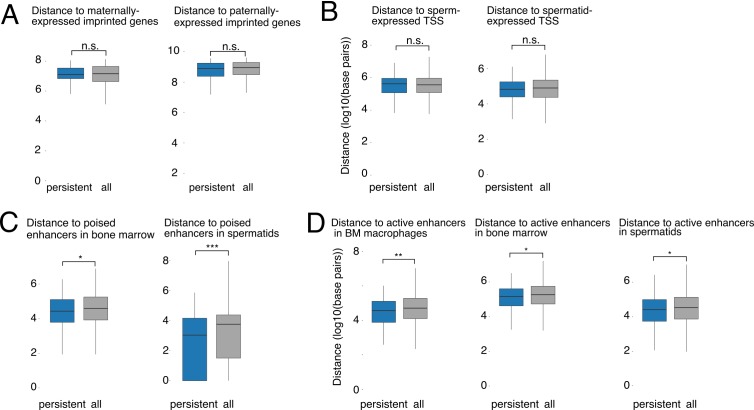
Distance relationships between persistent DMRs and various genomic features. (**A**) Distance to maternally- or paternally-expressed imprinted regions, as defined in Babak et al. (2015). (**B**) Distance to nearest transcription start site (TSS) of genes expressed in wild type round spermatids (TPM >5) (left) or with transcripts present in sperm (TPM >5) (right). (**C**) Distance to nearest poised enhancer in wild type bone marrow (ENCODE data) and in spermatids. (**D**) Distance to nearest active enhancer in bone marrow macrophages, bone marrow, and spermatids. *p<0.05, **p<0.01, ***p<0.001, Mann-Whitney U test.

**Figure 4—figure supplement 3.**
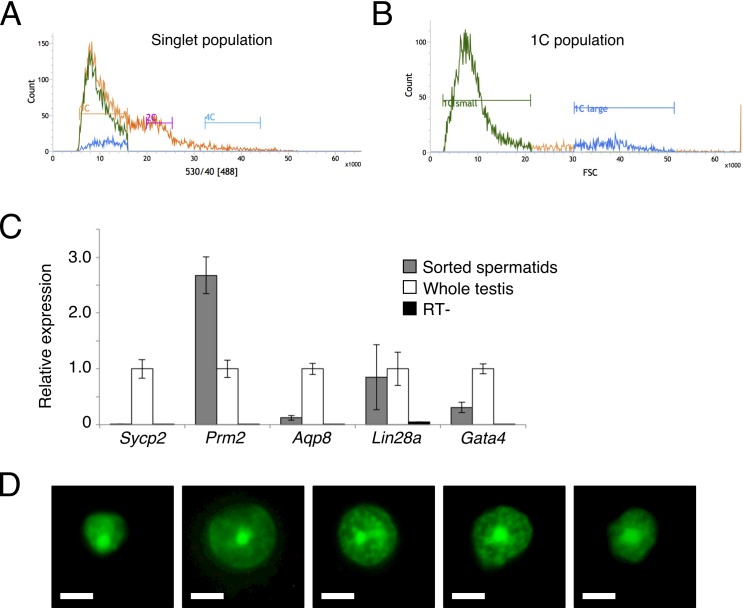
Sorting of round spermatids by flow cytometry. (**A**) Green (530 nm) fluorescence profiles of dissociated testis cells stained with DyeCycle Green, a vital nucleic acid dye. 1C (haploid, spermatids), 2C (diploid, stem cells and secondary spermatocytes) and 4C (tetraploid, primary spermatocytes and mitotic stem cells) populations are marked. Profile for all cells is in orange, 1C 'small' (elongating spermatids, back-gated from plot in B) in green, and 1C 'large' (round spermatids, back-gated from plot in B) in blue. (**B**) Forward scatter profile for 1C cells gated in A. ‘1C large’ population represents round spermatids. (**C**) RT-qPCR for sorted round spermatids compared to whole testes. *Sycp2* marks spermatocytes, *Prm2* marks round and elongating spermatids, *Aqp8* marks elongating spermatids only, *Lin28a* marks spermtogonial stem cells, and *Gata4* marks testis somatic cells. Expression is shown relative to whole testis, with *Actb* as an internal control. Error bars represent SD for three technical replicates. (**D**) Representatitve 100x images of spermatids stained with DyeCycle Green and sorted directly onto a slide. Scale bars, 5 um.

**Figure 4—figure supplement 4.**
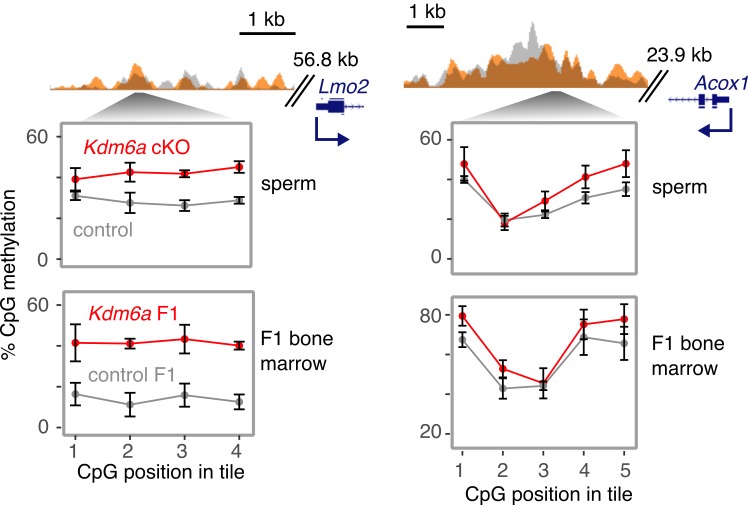
Additional examples of DNA methylation gains in sperm and F1 bone marrow. H3K27me3 ChIP-seq and RRBS data at representative persistent DMRs overlapping enhancers of cancer-associated genes. Error bars, SEM of three replicates.

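At the Fabp3 tile, the pooled difference was 17.0 percentage points in sperm and 17.8 in bone marrow. The Clcf1 tile had 76.1% methylation in control and 83.6% in Kdm6a cKO sperm (n = 3 each), and 7.63 ± 4.24% in control F1 and 14.5 ± 3.26% in Kdm6a F1 bone marrow (mean ± SD, n = 5 and 3). Its H3K27me3 signal was 110.0 and 146 in the control replicates and 102 and 138 in the Kdm6a cKO replicates. Neither tile changed by more than 0.5 on the log2 scale in the same direction in both replicates.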

**Figure 4—figure supplement 5.**
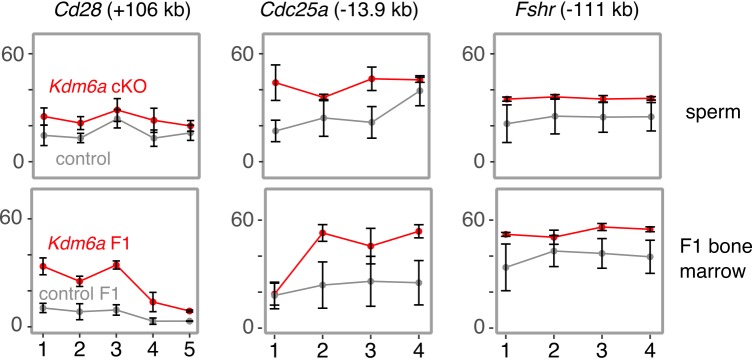
Additional examples of DNA methylation gains in sperm and F1 bone marrow in enhancers associated with tumorigenesis. RRBS data at additional persistent DMRs overlapping enhancers of cancer-associated genes. Error bars, SEM of three replicates.

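The tile assigned to Etv6, an ETS transcription factor gene, lies outside the gene, at -49750 bp from its start, and had 33.6 ± 4.23% in control and 43.6 ± 4.43% in Kdm6a cKO sperm (mean ± SD, n = 3 each). The region the paper assigns to Lmo2, a hematopoietic LIM domain gene, does not lie at the distance its source data give, so the nearest shared DMR was taken and may not be the paper's. This tile lies in an intron of Gm13881, with 29.4 ± 1.07% and 43.6 ± 3.09% in sperm. The bone marrow means were 26.6% and 34.5% at Etv6 and 25.0% and 41.6% at Lmo2. The pooled differences in sperm and bone marrow were 7.26 and 9.17 percentage points at the tile of Cd28, a T cell costimulator gene, 8.77 and 14.7 at Cdc25a, a cell cycle phosphatase gene, 8.60 and 10.4 at Fshr, the follicle-stimulating hormone receptor gene, and 4.69 and 11.6 at Foxa2, a pioneer transcription factor gene.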

### Persistent Kdm6a DMRs overlap enhancers associated with tumorigenesis

We then asked what genomic and regulatory features were associated with persistent DMRs. 

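The 207 hypermethylated regions of the paper's list cover the Dnmt3a, Ino80d and Limch1 introns, the Tdg promoter and the Fabp3 coding exon, on different chromosomes. Of these 207, 101 lie in genes (69 in introns, 14 in coding exons and 18 in other exon sequence) and 106 between genes. Chromosome 5 holds 26 where 14.6 are expected from the tiles covered (one-sided binomial test for more than expected, p = 0.0031, adjusted p = 0.062 over the chromosomes). The H3K27me3 signal at the Etv6 tile was 37.2 and 66.3 in the control replicates and 52.4 and 59.7 in the Kdm6a cKO replicates. At the Lmo2 tile it was 21.7 and 19.7 in control and 17.3 and 27.2 in Kdm6a cKO sperm. The Runx2 and Dnmt3a tiles had no signal in any library. For the 247 tiles found here, the median distance to an altered H3K27me3 tile was 149501 bp, against 161351 bp in tiles matched for coverage and methylation (two-sided resampling test, n = 247, p = 0.573). For the paper's 207 it was 119901 bp against 168451 bp (n = 207, p = 0.0447). With the 25% of tiles with the most change in place of the altered tiles, a definition taken up after the data were seen, the medians were 9201 bp and 9801 bp for n = 247 (p = 0.688) and 6601 bp and 9901 bp for n = 207 (p = 0.0382). None of the 247 lies in an altered tile.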

We found that persistent DMRs were distributed throughout the genome (Figure 4D) and frequently overlapped the regions of greatest H3K27me3 change in *Kdm6a* cKO sperm (Figures 3F and 4E). In contrast, there was no association between persistent DMRs and various other features, including CpG islands, imprinted regions, and transcription start sites (TSS) (Figure 4F, Figure 4—figure supplement 2). 

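The Tdg tile lies beside a start site and the Runx2 tile 1198 bp downstream of the start of Supt3, while the Etv6 tile is far from any promoter of that gene. Over the 247 tiles, the median distance to the nearest transcription start site was 6497 bp, against 7126 bp in matched tiles (two-sided resampling test, n = 247, p = 0.571). CpG islands and the published set of imprinted regions were not analysed here.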

Although repetitive elements such as retrotransposons can be resistant to DNA methylation reprogramming in the germ line (Guibert et al., 2012), persistent DMRs were not more likely to overlap repetitive elements compared to the complete set of genomic regions covered by our RRBS data (Figure 4G). 

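The H3K27me3 peaks of control sperm replicate 1 overlapped 47.8% of the 247 tiles, among them Fabp3 and Clcf1, against 38.7% of matched tiles (two-sided resampling test, n = 247, p = 0.0029). With 1 DMR per run, a choice made after the data were seen, it was 41.0% against 36.2% (n = 205, p = 0.146), and for the paper's 207 it was 40.6% against 36.1% (n = 207, p = 0.169). The overlap with the 25% of tiles with the most H3K27me3 change was 8.10%, against 6.17% of the matched tiles (n = 247, p = 0.227). Overlap with peaks measures where H3K27me3 lies in sperm, while overlap with the most changed tiles measures where it differs between genotypes. The paper reasons from the shorter distances in Fig. 4E, set beside the features of Fig. 4F and 4G for which it reports no such relation.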

We conclude that the location of persistent DMRs is strongly associated with regions of altered H3K27me3 in sperm, implying that loss of *Kdm6a* in the male germ line sensitizes these regions to DNA hypermethylation. Some of these sensitive regions may retain their methylation state during somatic development in the next generation.

We next asked whether persistent DMRs might be functionally important to the tumor susceptibility phenotype observed in *Kdm6a* F1s. We examined the proximity of persistent DMRs to enhancer regions in whole bone marrow and in sorted bone marrow macrophages (mouse ENCODE project) (Yue et al., 2014) and in round spermatids, the last stage of spermatogenesis at which there is active transcription (our data, Figure 3—source data 2; Figure 4—figure supplement 3). 

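The round spermatid data hold 1 H3K4me1, 1 H3K27ac and 1 input library of control males. The authors' peak lists count 59509 H3K4me1 and 37078 H3K27ac regions. H3K4me1 regions without H3K27ac were taken as poised enhancers (29855) and those with H3K27ac as active enhancers (29654). Enhancers of bone marrow and of macrophages come from another project and were not analysed here. With 1 library per mark the peak calls carry no replicate error.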

We found that persistent DMRs were close to or overlapping both poised (marked by H3K4me1) and active (marked by both H3K4me1 and H3K27ac) enhancer regions in all three of these tissues or cell types (Figure 4H, Figure 4—figure supplement 2). 

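Poised enhancers of round spermatids overlap the Ino80d and Limch1 introns, the Atp2b1 intron and tiles in Sox9 and E2f3, which encode transcription factors of cell fate and of the cell cycle. Active enhancers overlap the Fabp3 exon and tiles in Phc2, a Polycomb subunit gene, and Capn2, a calpain gene. Of the 247 tiles hypermethylated in both tissues, 80 overlap a poised enhancer (32.4%), against 22.5% of matched tiles (two-sided resampling test, n = 247, p = 0.0003). For the paper's 207 tiles the share was 23.2% against 21.3% (n = 207, p = 0.542), and with 1 tile per run it was 23.4% against 21.1% (n = 205, p = 0.429). Against all covered tiles, without matching, the 207 had 23.2% against 9.36% (n = 207, p = 0.0001) and a median distance of 14378 bp against 20928 bp (n = 207, p = 0.0327), and the distance of the 247 gave p = 0.0009 (n = 247). The median distance to a poised enhancer was 11220 bp for the 247, against 15311 bp (n = 247, p = 0.129). Active enhancers overlap 48 of the 247 (19.4%), against 29.8% of matched tiles (n = 247, p = 0.0002), and the median distance was 29110 bp, against 14187 bp (p = 0.0022). Against all covered tiles, without matching, the overlap was 19.4% against 15.2% for the 247 (n = 247, p = 0.0674) and 21.7% against 15.2% for the paper's 207 (n = 207, p = 0.0100), so the direction depends on the background. For the paper's 207 the medians were 17085 bp and 17675 bp (n = 207, p = 0.903), and with 1 tile per run 18536 bp and 17216 bp (n = 205, p = 0.771).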

We then used GREAT (Genomic Regions Enrichment of Annotations Tool) to identify enriched phenotypes, defined by the Mouse Genome Informatics (MGI) phenotype ontology, associated with the set of 207 persistent DMRs (Blake et al., 2009; McLean et al., 2010). The top ten most strongly enriched mouse phenotypes were all related to tumorigenesis, including ‘increased classified tumor incidence’, ‘altered tumor susceptibility’, and ‘malignant tumors’ (Figure 4I–J, Figure 4—figure supplements 4–5). We conclude that *Kdm6a*-dependent hypermethylated persistent DMRs affect enhancer regions relevant to tumorigenesis in mice. We note that the edges of a ChIP-seq peak do not represent precise boundaries for functional enhancer regions, meaning that DMRs that are close to but not directly overlapping enhancers in our analysis may still affect their function, for example by altering local transcription factor binding affinities or long-range chromatin interactions (Tiwari et al., 2008; Yin et al., 2017; Onuchic et al., 2018).

To test the hypothesis that methylation changes persisted from sperm through the early embryo to adult tissue, we also evaluated DNA methylation changes in spleens of five control F1 and three *Kdm6a* F1 mice, and in liver tumors from two control F1s and two *Kdm6a* F1s. 

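The spleen libraries come from 5 control F1 and 3 healthy Kdm6a F1 males, with 20514937 to 45699254 reads over CpGs each. The liver tumor libraries come from 2 control F1 and 2 Kdm6a F1 males, with 32863443 to 47411266 reads. A tile has a median of 49 reads per library in spleen and 48 in liver tumor. In spleen, methylation over shared CpGs was 71.0 ± 1.20% in control F1 and 71.9 ± 1.34% in Kdm6a F1 (mean ± SD; two-sided exact permutation test, p = 0.375), with differences of -0.380 and 1.34 percentage points within the 2 batches of molecular identifier delivery. In liver tumor it was 61.3% and 56.5% (exact permutation test, p = 0.667, where 2 against 2 allows no less than 0.333), with -5.81 and -3.82 points within the batches of 1 against 1. The liver difference was -0.311 points without Kdm6a F1 replicate 1 and -1.31 without control F1 replicate 2. The test on pooled reads called 4612 DMRs in spleen, of which 75.3% were hypermethylated, and 124850 in liver tumor, of which 20.7% were. The spleen count was 2659 without control F1 replicate 2 and 2606 without Kdm6a F1 replicate 2, and the liver tumor count 38008 without Kdm6a F1 replicate 1. Among the largest differences in spleen, a tile in Kdm2b, a histone demethylase gene, had 42.7 ± 15.7% in control F1 and 88.1 ± 4.39% in Kdm6a F1, and a tile in Trim25, a ubiquitin ligase gene, 98.2 ± 4.07% and 44.8 ± 5.59%, each at 1 measured CpG. The Kdm2b and Trim25 tiles lie in segments of chromosomes 5 and 11 where calls may be strain variants, as weighed in the closing observations. In liver tumor, a tile in Fam222a had 96.2% and 8.19%.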

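In spleen, the Cdc25a tile had 69.5% methylation in control F1 and 83.5% in Kdm6a F1, the Atp2b1 intron 31.4% and 58.2%, and the Tdg tile 59.3% and 66.8% (n = 5 and 3). In liver tumor, the Tdg tile had 68.5% and 53.9% and the Lmo2 tile 58.2% and 19.0% (n = 2 each), both lower in Kdm6a F1. Of the 207 tiles of the paper's list, 193 were covered in spleen, and 63 were called hypermethylated and 5 hypomethylated there. The 63 make up 32.6% (two-sided Fisher's exact test against all other tiles, odds ratio 39.0, p = 8.47e-70), and 158 of the 193 were higher in Kdm6a F1. In liver tumor all 207 were covered, 34 were called hypermethylated and 99 hypomethylated (16.4% hypermethylated, Fisher's exact test, odds ratio 2.48, p = 1.13e-05), and 65 were higher, which is 31.4%, against 33.8% of all tiles. Over the called tiles, Pearson's r with the bone marrow difference was 0.786 across 68 tiles in spleen and 0.236 across 133 tiles in liver tumor, and 0.533 across all 193 covered tiles in spleen. Tiles are not independent replicates. Of the tiles hypermethylated in both sperm and bone marrow here, 67 of 231 were hypermethylated in spleen (29.0%, against 1.23% of other tiles, Fisher's exact test, odds ratio 32.9, p = 3.54e-70) and 23 hypomethylated. In liver tumor 33 of 246 were hypermethylated (13.4%, against 7.34%, Fisher's exact test, odds ratio 1.95, p = 0.000832) and 138 hypomethylated, and 25.6% were higher in Kdm6a F1. The liver share no longer passed the test at 13.8% without control F1 replicate 2 and at 12.6% without Kdm6a F1 replicate 2. Fisher's exact test was run on tiles and takes no account of the spread between animals.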

Of the 207 persistent DMRs detected in bone marrow, 140 (67%, OR 87.32, p<2.2e-16) were also found in liver tumors, and 68 (35%, OR 408.65, p<2.2e-16) were also found in spleen, and the magnitudes of DNA methylation changes were positively correlated: R = 0.232 (liver) and R = 0.786 (spleen). 

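Averaged over the 207 hypermethylated DMRs, which include Fabp3, Lama3, Tdg and Dnmt3a, methylation was 41.7 ± 5.09% in control and 52.1 ± 1.49% in Kdm6a cKO sperm (mean ± SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible). In bone marrow it was 46.1 ± 7.69% in 5 control F1 and 58.0 ± 1.5% in 3 Kdm6a F1 animals, a difference of 11.9 percentage points (exact permutation test, p = 0.0357, where 0.0179 is the smallest possible). In spleen it was 58.8 ± 2.36% and 64.7 ± 1.76%, a difference of 5.91 points (exact permutation test, p = 0.0357). Weighted by reads, the difference was 9.28 points in bone marrow (exact permutation test, p = 0.214) and 1.42 points in spleen (exact permutation test, p = 0.589), and with at least 20 reads it was 11.0 points in bone marrow (exact permutation test, p = 0.0536). In liver tumor it was 58.4 ± 4.32% and 50.8 ± 10.0%, a difference of -7.63 points (n = 2 each, exact permutation test, p = 0.667).
The tiles were chosen as different in sperm and bone marrow, so the values there are not independent of the choice. Spleen and bone marrow may come from the same animals: 6 of 8 bone marrow libraries correlated best with the spleen library of their own number (median r 0.250, against -0.0436 for other pairs). When each split of the bone marrow libraries into 5 and 3 chose its own tiles among those hypermethylated in sperm, the spleen libraries of the same numbers differed as much in 22 of 56 splits, the real split included, and in 54 of 56 by more than 0.
Within the batches of molecular identifier delivery, the bone marrow difference was 6.22 points for 1 against 1 animal and 13.5 points for 4 against 2 (exact permutation test, p = 0.133), and the spleen difference 5.24 and 6.31 points (p = 0.133). In liver tumor it was -11.7 and -3.60 points.
Without control F1 replicate 2, which lay at 32.6%, the bone marrow difference was 8.54 points and kept its side of the threshold, while it missed the threshold at 11.1 to 12.9 points without control F1 replicate 1, 4 or 5 or without any of Kdm6a F1 replicates 1 to 3. The spleen difference missed it at 6.40 points without control F1 replicate 4 and at 4.90 without Kdm6a F1 replicate 2. The liver tumor difference was -0.544 points without Kdm6a F1 replicate 1, -14.7 without Kdm6a F1 replicate 2 and -4.58 without control F1 replicate 2.

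**Figure D1:**
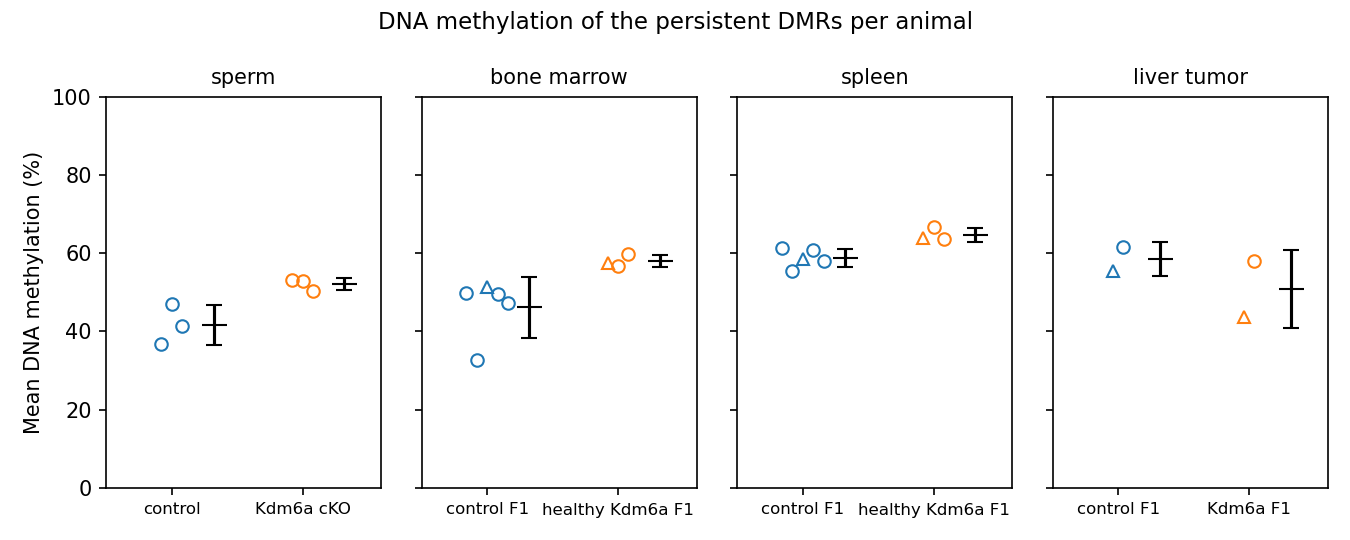
Mean DNA methylation (percent, y axis) of the 207 hypermethylated shared DMRs of the paper in each animal, by genotype (x axis) and tissue; circles are animals whose molecular identifier was delivered in the read name, triangles those with a separate index file, and the bar with whiskers gives the mean and SD. In bone marrow the 3 Kdm6a F1 animals lie between 56.8 and 59.7% and the 5 control F1 animals between 32.6 and 51.4%, while in liver tumor the groups overlap.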

The similarity of methylation changes across different tissues supports the model that these changes were present in the early embryo and persisted during lineage commitment and organ differentiation.

### Persistent Kdm6a DMRs can alter transcription factor binding at enhancers

One effect of DNA methylation at enhancers is to modulate the binding affinities of recruited transcription factors (TFs), thereby altering downstream regulatory circuitry (Yin et al., 2017). We therefore investigated the possibility that the set of persistent DMRs contains methylation-sensitive TF binding sites that can impact expression of nearby genes. We used AME (Analysis of Motif Enrichment) (McLeay and Bailey, 2010) to find enriched TF binding motifs in the set of persistent DMRs. We detected enrichment of binding sites corresponding to the ETS transcription factors ELK1, ELK4, and GABPA (Figure 5A). DNA methylation reduces the affinity of all three of these factors for their binding sites (Yin et al., 2017), implying that persistent hypermethylation at these sites can impact expression of downstream genes in F1 somatic tissue.

**Figure 5.**
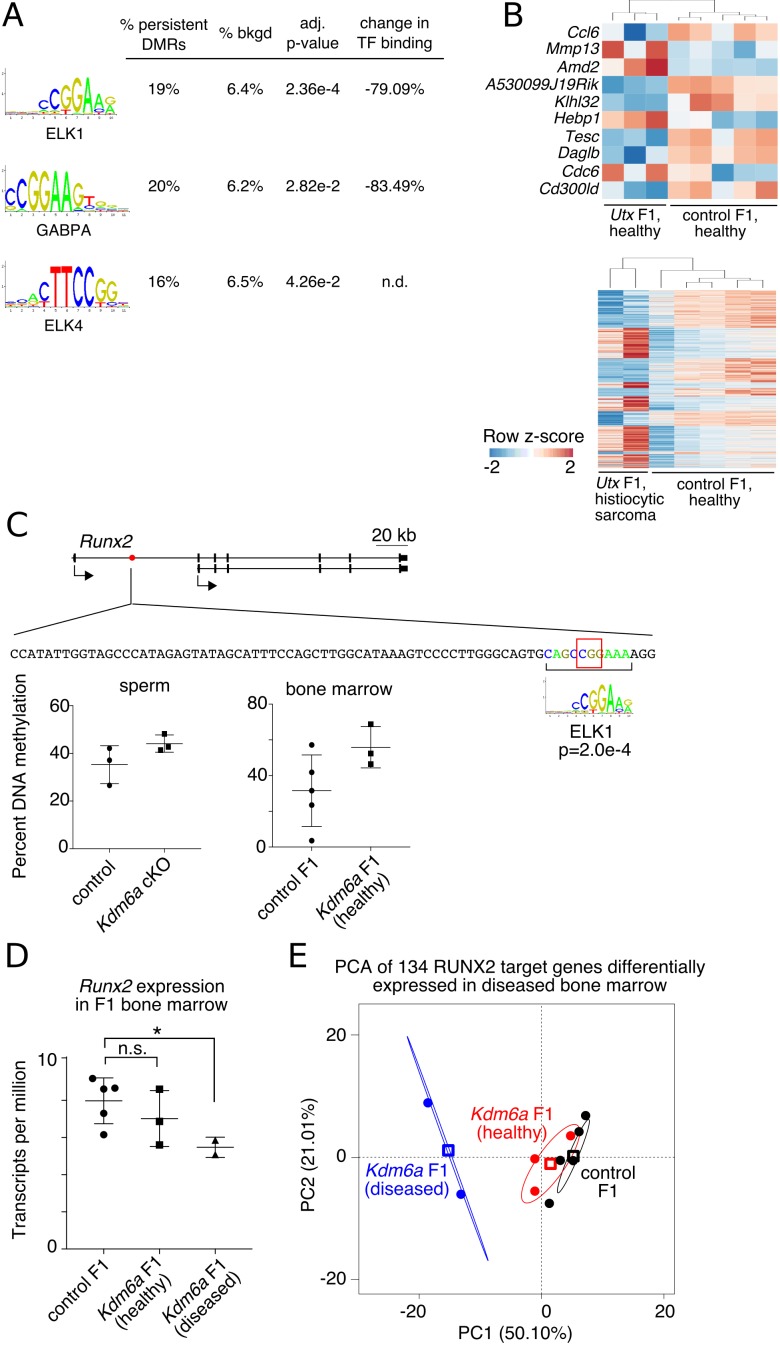
Persistent DMRs affect F1 bone marrow expression profiles. (**A**) Transcription factor (TF) binding sites enriched in persistent DMRs. ‘Adjusted p-value’: Bonferroni-corrected AME p-value. ‘% persistent DMRs’, ‘% background’: percentage of tiles containing the TF binding site. ‘Change in binding’, relative enrichment of mCpGs in bisulfite-SELEX data from Yin et al. (2017). (**B**) Genes differentially expressed in healthy *Kdm6a* F1 (top) or diseased *Kdm6a* F1 (bottom) vs. control F1 bone marrow. (**C**) Top, gene model of *Runx2* with location of a persistent DMR in the first intron (red circle). Middle, sequence of the DMR including ELK1 binding site and affected CpG (red box). Bottom, RRBS DNA methylation levels at the boxed CpG in sperm and F1 bone marrow. (**D**) Expression of *Runx2* in F1 bone marrow. *p<0.05, Welch’s t-test. (**E**) Principal component analysis of 134 differentially expressed RUNX2 target genes. Circles, individual samples; open squares, centroid; ellipses, 95% confidence interval. See Figure 5—source data 1. 10.7554/eLife.39380.042Figure 5—source data 1.*Runx2* expression and regulation in *Kdm6a* F1 bone marrow.

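The bone marrow RNA-seq libraries come from 5 healthy control F1, 3 healthy Kdm6a F1 and 2 diseased Kdm6a F1 males. The deposited values are the authors' TPM for 32737 genes, and the values of each library sum to the same total. Genes with a summed TPM of at least 1 numbered 16378 and were tested with limma on log2 TPM with a pseudocount of 1. A fit on TPM holds no information on the counting error of single genes. A few abundant transcripts take much of each library: S100a9, a granulocyte gene, ranked first with 94123 to 174007 TPM. On simulated changes added to the control libraries, 57 of 100 genes with a log2 change of 1 and 92 of 100 with a change of 2 were found in a comparison of 5 against 3, and 49 and 89 in one of 5 against 2.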

To evaluate this possibility, we collected RNA-seq data from bone marrow of healthy *Kdm6a* F1s (n = 3), *Kdm6a* F1s with abnormal histiocytic proliferation or sarcoma (n = 2), and healthy control F1s (n = 5), and looked for transcriptional signatures consistent with altered regulation by ELK1, ELK4, or GABPA. 

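In diseased Kdm6a F1 bone marrow, Smpdl3b, a macrophage phosphodiesterase gene, rose from 1.42 TPM in control F1 to 19.9 and 16.7 TPM (log2 fold change 3.03 ± 0.28, SE; limma adjusted p = 0.0089). Cd300e, a receptor gene of monocytes, rose from 2.17 to 28.0 and 19.8 TPM (2.97 ± 0.23, adjusted p = 0.0031). Apoc2, an apolipoprotein gene, rose from 14.9 to 68.8 and 104 TPM (2.43 ± 0.19, adjusted p = 0.0028). Csf3r, the receptor gene for granulocyte colony-stimulating factor, fell from 264 ± 42.7 to 85.8 and 85.4 TPM (-1.60 ± 0.16, adjusted p = 0.0089), and Il1rn, which encodes the interleukin 1 receptor antagonist, from 46.5 to 23.1 and 22.1 TPM. In healthy Kdm6a F1 bone marrow, only Gm17545 (0 to 4.02 ± 1.32 TPM, adjusted p = 0.00188) and Gm12751 (50.6 ± 3.81 to 24.3 ± 3.36 TPM, adjusted p = 0.0299) passed, and both are gene models without a known function. Among the genes the paper calls there, Hebp1, a heme binding protein gene, had 10.4 ± 5.01 TPM in control and 41.1 ± 15.5 TPM in healthy Kdm6a F1, Ccl6, a chemokine gene, 498.7 ± 57.8 and 333 ± 79.5 TPM, and Tesc, a calcium binding protein gene, 11.6 ± 2.20 and 5.26 ± 0.742 TPM (adjusted p = 0.549). None of them passed an adjusted p of 0.05 under any alternative, the lowest being 0.0518 for Amd2, a polyamine synthesis gene. In all, 2 genes passed in healthy Kdm6a F1 and 33 in diseased Kdm6a F1, 21 higher and 12 lower. At an unadjusted p under 0.05 there were 872 genes in the healthy comparison, where 818.9 are expected by chance, and 2061 in the diseased one. The healthy count was 12 without control F1 replicate 2, 6 without healthy Kdm6a F1 replicate 1, 4 without replicate 2 and 5 without replicate 3 of that group, and 1 without control F1 replicate 1, 3 or 4. The diseased count was 13 without control F1 replicate 2, 14 without control F1 replicate 3, 7 without control F1 replicate 4, 199 without diseased replicate 4 and 486 without diseased replicate 5, where the lone animal is assumed to vary like the other groups.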

We called differentially expressed genes (adjusted p-value<0.05) for healthy *Kdm6a* F1s vs. control F1s and for diseased *Kdm6a* F1s vs. control F1s separately (Figure 5B). 

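A list of 10 textbook RUNX2 targets, fixed in advance, had a median log2 change of -0.61 in diseased Kdm6a F1 bone marrow. In a two-sided set test (fry in limma) it gave a p of 0.0083 and an adjusted p of 0.100 over 24 lists. Adjusted over the list alone, 6 of its 10 genes were lower. In healthy Kdm6a F1 its median was 0.25. The list of stroma, bone and cartilage genes had a median of -0.87 in the diseased animals, with 7 of 13 lower adjusted over the list alone, and did not pass (adjusted p = 0.156, fry in limma). Cd79a, which encodes a subunit of the B cell receptor, had a mean of 114 TPM in control F1 and 2.95 and 23.6 TPM in the diseased animals, a log2 change of -3.25 ± 0.87 (SE), and did not pass after adjustment over all genes. The megakaryocyte genes had the smallest p, 0.0044 (adjusted 0.100), and 9 of 10 were lower adjusted over the list alone. Other lists had a median further from 0 than the RUNX2 targets without passing. The B cell list moved most, with a median of -2.41 and 13 of 13 genes lower adjusted over the list alone. Erythroid cells went the other way, at 1.38. No list passed in either comparison by the directional test of fry with adjustment over the lists. Its mixed test, which takes changes in either direction, passed in the diseased comparison for endothelium (adjusted p = 0.00151 by fry in limma), neutrophils (0.0138), RUNX2 targets (0.0140), megakaryocytes (0.0140), monocytes (0.0237), stroma (0.0380) and the genes the paper calls in healthy F1 (0.000272). In the healthy comparison it passed only for the latter list (4.58e-06), which was chosen on these samples. The diseased comparison uses the same controls, so its p for that list is not independent of the choice either. With the correlation between genes estimated (camera in limma), no list passed, and the smallest adjusted p in the diseased comparison was 0.443. By the directional test of fry, without control F1 replicate 5, 4 passed in the diseased comparison. The targets of the transcription factor database behind the published counts were not used here.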

In keeping with our prediction, four of ten differentially expressed genes in healthy *Kdm6a* F1 bone marrow and 134 of 1404 differentially expressed genes in diseased *Kdm6a* F1 bone marrow were targets of the hematopoiesis-associated transcription factor RUNX2, a direct target of ELK1 (p=0.00492 and p=0.00102 for healthy and diseased *Kdm6a* F1 bone marrow, respectively, Fisher’s exact test) (Matys et al., 2003; Zhang et al., 2009). An ELK1 binding site in the first intron of *Runx2* falls within a persistent hypermethylated DMR and exhibits increased DNA methylation in both *Kdm6a* cKO sperm and *Kdm6a* F1 bone marrow (Figure 5C). 

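The Runx2 tile ends at 44778400 on chromosome 17, in an intron of Runx2, the gene of a transcription factor of bone and blood cells. In sperm it had 24.2 ± 6.84% methylation in control and 38.1 ± 1.80% in Kdm6a cKO males (mean ± SD, n = 3 each, 106 to 182 reads; two-sided exact permutation test, p = 0.1, the smallest possible). In bone marrow it had 34.2 ± 16.2% in control F1 and 52.9 ± 6.80% in Kdm6a F1 (n = 5 and 3, 42 to 111 reads; exact permutation test, p = 0.125), a difference of 18.7 percentage points. In spleen it had 74.2 ± 6.51% and 86.5 ± 5.25% (exact permutation test, p = 0.0357), at 15 to 66 reads. In liver tumor it had 89.1% in control F1 and 50.0% in Kdm6a F1 (n = 2 each, the latter 11.4% and 88.6%; exact permutation test, p = 0.667), a difference of -39.2 points. The reference sequence of the tile begins CCCTTTTCCGGCTGCACTGCC and holds 2 CpGs, at 44778309 in the TTCCGG core of the ETS site and at 44778384. At the site recorded as 44778310, methylation was 35.3 ± 7.93% and 44.1 ± 3.61% in sperm, 31.5 ± 20.1% and 55.9 ± 11.6% in bone marrow and 76.4 ± 6.30% and 88.7 ± 4.26% in spleen. Within the batches of molecular identifier delivery the bone marrow difference was 27.1 points (1 against 1) and 14.9 points (4 against 2; exact permutation test, p = 0.4), and that in spleen 24.3 and 7.78 points (p = 0.133). Without control F1 replicate 1 the bone marrow difference was 25.4 points and passed the threshold. Without any single animal the spleen difference missed it, at 9.28 to 14.1 points.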

Expression of *Runx2* itself was decreased in diseased *Kdm6a* F1 compared to control F1 bone marrow (Figure 5D). 

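Runx2 had 7.98 ± 1.24 TPM in control F1, 7.03 ± 1.5 TPM in healthy Kdm6a F1 and 5.48 ± 0.543 TPM in diseased Kdm6a F1 bone marrow (mean ± SD, n = 5, 3 and 2). The diseased animals, at 5.86 and 5.09 TPM, lay below all controls. A two-sided exact permutation test gave p = 0.0476 for diseased against control F1, the smallest that 2 against 5 allows, and p = 0.339 for healthy against control F1. In limma, adjusted over all genes, the log2 fold change was -0.46 ± 0.20 (SE) in diseased (adjusted p = 0.387) and -0.17 ± 0.17 in healthy Kdm6a F1 (adjusted p = 0.960). The healthy value was -0.30 without healthy Kdm6a F1 replicate 1 and -0.03 without replicate 3 of that group. Kdm6a itself, which F1 males inherit intact from their mothers, had 7.48 ± 0.827 TPM in control F1 and 6.51 ± 1.03 TPM in healthy Kdm6a F1.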

Principal component analysis of expression data for the 134 differentially expressed RUNX2 target genes placed healthy *Kdm6a* F1 between diseased *Kdm6a* F1 and control F1 bone marrow, revealing potential underlying similarities in regulation of the *Runx2* transcriptional network among *Kdm6a* F1 samples (Figure 5E). 

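Each library was placed on the line from the control F1 mean (0) to the diseased mean (1), and a library on either side was held out of its own mean. Over all genes, healthy Kdm6a F1 lay at 0.236 ± 0.0736 and control F1 at 0.147 ± 0.115 (mean ± SD, n = 3 and 5), a difference of 0.088 (two-sided exact permutation test, p = 0.286). The diseased animals themselves lay at 0.189 and 0.134 when held out, so that the line over all genes does not separate the groups. Over the RUNX2 target list, which holds no gene picked from these libraries, p was 0.607. Over the genes called in diseased bone marrow, such as Smpdl3b, Cd300e and Csf3r, the difference was 0.240 (exact permutation test, p = 0.0179, the smallest possible). Both comparisons use the same controls, which by itself places healthy animals toward the diseased ones on genes picked by the diseased comparison: in simulated data without any effect the difference was 0.070. Over all genes the difference was 0.042 without control F1 replicate 2, 0.053 without healthy Kdm6a F1 replicate 2, 0.175 without diseased replicate 4 and -0.035 without diseased replicate 5. From the place of the healthy animals in Fig. 5E, the paper proposes potential similarities in how the Runx2 network is regulated among Kdm6a F1 animals. It calls the effect small.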

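Among the genes that the paper calls in healthy Kdm6a F1 bone marrow, Mmp13, a collagenase gene, had 1.43 TPM in control and 3.59 TPM in healthy Kdm6a F1, and Klhl32 0.840 and 0.174 TPM (n = 5 and 3). Cdc6, a replication licensing gene, had 13.2 and 16.9 TPM, and Cd300ld, a myeloid receptor gene, 28.8 and 17.3 TPM. Adjusted over the list alone, 4 of the paper's 10 genes were higher and 6 lower, but the list was chosen on these samples and this is not independent evidence. Across genes, the log2 changes of healthy and of diseased Kdm6a F1 against control F1 correlated at 0.350, against 0.192 in data simulated with shared controls and no effect, and at 0.146 when each comparison had its own controls. Genes are not independent replicates.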

Although the observed effect was small and should be confirmed in additional tissues, this result implies that altered regulation of transcriptional networks downstream of DNA methylation-sensitive transcription factors could result from persistent DNA hypermethylation transmitted from the *Kdm6a* cKO germ line to F1 somatic tissue.

## Discussion

### A model for epigenetic inheritance of cancer susceptibility

We propose a model (Figure 6) wherein loss of *Kdm6a* results in extensive redistribution of the H3K27me3 mark during male germ cell development. Retention of H3K27me3 at regions where it would ordinarily be turned over leaves some of these loci vulnerable to DNA methylation, leading to hypermethylation in sperm. Early in embryogenesis, when most DNA methylation is removed from the paternal genome, some of these hypermethylated regions may resist reprogramming, such that methylation persists in somatic tissue during development; alternatively, hypermethylation may be lost at these loci during reprogramming and reestablished later in development following transmission through an epigenetic intermediate. When these regions coincide with functional enhancers, the altered epigenetic state inherited from the paternal gamete can have transcriptional consequences.

**Figure 6.**
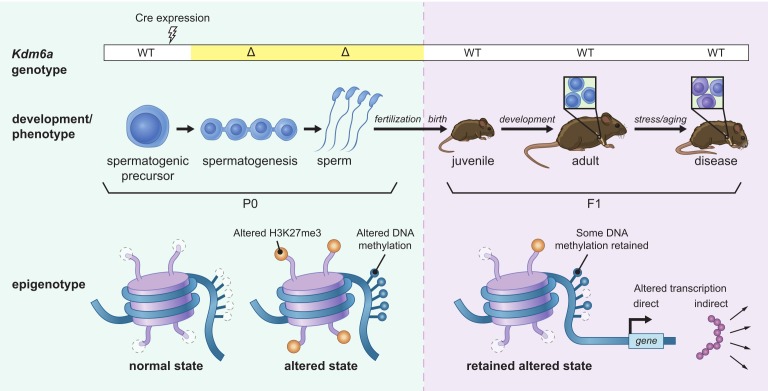
Model for intergenerational epigenetic inheritance following deletion of *Kdm6a* in the male germ line. *Kdm6a* excision occurs in early spermatogenic precursors, resulting in genome-wide changes in H3K27me3 distribution. Altered H3K27me3 distribution biases nearby regions toward gain of DNA methylation. Both H3K27me3 and DNA methylation changes are retained in mature sperm. At fertilization, H3K27me3 and most DNA methylation changes are reset, but some DNA methylation gains persist. DNA methylation gains influence expression of nearby genes during development in genetically wild type F1 offspring. Effects on phenotype occur when downstream gene regulatory circuits are subjected to environmental or aging-associated stress.

Importantly, because each sperm carries only one copy of a given locus, the relatively modest shift we observe in DNA methylation levels must reflect variability among individual sperm. Such variability is consistent with the heterogeneous tumor profiles and other pathological phenotypes seen in our F1 population. Similarly, in F1 somatic tissues, we propose that the effects of DNA methylation on downstream gene regulation manifest as a shift in the probability of transcription factor binding, resulting in subtle changes to transcriptional networks that impact tissue function only in the context of stressors, or cumulatively over time.

Several key questions remain to be answered. First, it will be important to define the role of *Uty,* the Y-linked homolog of *Kdm6a* that lacks histone demethylase activity, in this phenomenon (Hong et al., 2007). Second, while we have focused on adult cancer phenotypes, it is possible that additional developmental phenotypes are also affected. We did observe some developmental anomalies in adult *Kdm6a* progeny, including ectopic tissue rests, tail kinks, scoliosis, and a thyroglossal duct cyst. Third, the extent to which premature appearance of age-associated tumors might reflect a more generalized premature aging phenotype should be examined in more depth.

It will be critical to dissect the underlying molecular mechanism in more detail. While we suggest that DNA methylation changes induced during spermatogenesis persist during reprogramming in the early embryo, we have not yet directly demonstrated that this is the case. It is also possible that DNA hypermethylation is lost during reprogramming, but that epigenetic information is transmitted through an alternative chromatin mark or RNA intermediate to reestablish DNA hypermethylation later in development. Assessment of DNA methylation in early *Kdm6a* F1 embryos will help to resolve this question.

The relationship between *Kdm6a* loss, redistribution of H3K27me3, and gain of DNA methylation also remains to be defined. The simplest explanation for our data is that dysregulation of H3K27me3 leads to DNA hypermethylation at vulnerable loci, but it is also possible that KDM6A acts through an independent mechanism to regulate DNA methylation. Determination of the stage of spermatogenesis (proliferating spermatogonia, meiotic spermatocytes, or haploid spermatids) at which the observed changes in H3K27me3 and DNA methylation first appear will help to delineate the relationship between the different epigenetic consequences of *Kdm6a* loss.

Intriguingly, a recent study of H3K27me3 in mouse embryonic stem cells (mESCs) grown in 2i compared to serum-containing media described flattening of H3K27me3 signal very similar to the effect we observed in *Kdm6a* cKO sperm (van Mierlo et al., 2019). In 2i mESCs, H3K27me3 flattening was also associated with altered DNA methylation. A closer examination of the relationship between the phenomenon we observe in sperm and that reported in 2i mESCs may shed light on the mechanisms underlying both phenomena.

Finally, a critical experiment will be to examine the sperm of *Kdm6a* F1s to test the prediction that changes in DNA methylation at persistent DMRs are amplified in the second generation of gametes. At least two persistent DMRs are located in or near genes encoding components of the DNA methylation machinery (*Dnmt3a* and *Tdg*), raising the possibility that DNA hypermethylation at these sites in sperm amplifies the changes in DNA methylation in offspring. 

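The Dnmt3a tile, in an intron of the gene of a de novo DNA methyltransferase, had 79.4 ± 14.4% methylation in control and 92.9 ± 7.27% in Kdm6a cKO sperm (mean ± SD, n = 3 each) and 13.8 ± 9.39% in control F1 and 23.7 ± 7.24% in Kdm6a F1 bone marrow (n = 5 and 3). The pooled differences were 16.4 and 9.53 percentage points. At the Tdg tile, which lies in the gene of an enzyme that removes oxidised methylcytosine, bone marrow had 49.6 ± 28.5% and 66.5 ± 7.32%. In bone marrow, Dnmt3a had 4.58 ± 0.869 TPM in control F1 and 4.72 ± 0.840 TPM in healthy Kdm6a F1, and Tdg 28.3 ± 4.03 and 22.5 ± 6.27 TPM. Neither passed limma's test after adjustment over all genes.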

*Dnmt3a* is frequently mutated in hematological tumors and has been defined as an important tumor suppressor (Yang et al., 2015).

We restricted our study to progeny of a single male founder in order to limit the amount of genetic variation in the experiment and thereby reduce the potential contribution of genetic heterogeneity, given a moderate number of experimental animals (~100 F1s and F2s total). However, our findings should be tested in a larger study including several founder males. Likewise, a larger study would allow recovery of more diseased samples for transcriptional analysis. It will also be critical to exclude the possibility that loss of KDM6A in the male germ line leads to increased DNA damage and accumulation of genomic mutations that could contribute to a tumor phenotype in the next generation. Since increased DNA damage during spermatogenesis frequently leads to meiotic arrest and impaired fertility, the normal spermatogenesis and fertility of *Kdm6a* cKO mice argue against a strong mutator phenotype (Hunt and Hassold, 2002). However, a more subtle effect should be ruled out by sequencing of genomic DNA in multiple F1 progeny and careful assessment of mutation rates.

### Implications for human disease

Virtually nothing is known about the contribution of epigenetic perturbations in the male germ line to human disease susceptibility. Specifically, while increased attention is being paid to the possible impacts of diet and environmental exposure on male fertility and epigenetic inheritance (Anway et al., 2005; Carone et al., 2010; Kaati et al., 2002; Ly et al., 2017), the role of mutations that arise in the male germ line but are not transmitted to the next generation is entirely unknown and unexplored. Spermatogenic stem cells continue to divide and to accumulate de novo mutations throughout a man’s lifetime. De novo germline mutations linked to advanced paternal age have been implicated in the pathogenesis of autism and schizophrenia; in these cases, the causative mutations arise in the germ line and are inherited by the affected progeny (Awadalla et al., 2010; de Kluiver et al., 2017; Girard et al., 2011; Iossifov et al., 2014; Nybo Andersen and Urhoj, 2017). Our results imply that de novo mutations in the male germ line in genes such as *Kdm6a* may have phenotypic consequences for progeny, even when they are not inherited. Intergenerational paternal effects on development have also been reported for heterozygous autosomal mutations in genes encoding chromatin regulators in the mouse (Chong et al., 2007), suggesting that the effects of non-inherited paternal germline mutations do not depend on complete loss of gene function in the germ cells. Interestingly, a paternal age effect has been reported for ALL, a tumor shown to be sensitive to epigenetic regulation by KDM6A, but increased rates of inherited de novo mutations have not yet been demonstrated for ALL patients (Sergentanis et al., 2015).

Many patients with cancer are now being treated with drugs that target epigenetic regulators. If these drugs alter the epigenetic state of germ cells, these treatment protocols could have long-term consequences for offspring of fertile patients. Based on the findings reported here and previously (Carone et al., 2010; Chong et al., 2007; Kaati et al., 2002; Pembrey et al., 2006; Siklenka et al., 2015), we suggest that paternal epigenetic state should be evaluated as an important risk factor in human disease susceptibility.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Kdm6a*	NA	MGI:1095419	Also called *Utx*
Genetic reagent (*Mus musculus*)	*Ddx4-Cre*	Hu et al., 2013	B6-*Ddx4^tm1.1(cre/mOrange)Dcp^* RRID:MGI:5554603	Also called *Mvh-Cre*
Genetic reagent (Mus musculus)	*Kdm6a(fl)*	Welstead et al., 2012	B6;129S4-Kdm6atm1c(EUCOMM)Jae/J RRID:IMSR_JAX:021926)	
Antibody	Mouse monoclonal anti-H3K27me3	Abcam	ab6002 RRID:AB_305237	1:1000
Antibody	Rabbit polyclonal anti-H3K27me3	Millipore Sigma	07–449 RRID:AB_310624	1:1000
Antibody	Rabbit polyclonal anti-H3K4me1	Abcam	ab8895 RRID:AB_306847	1:1000
Antibody	Rabbit polyclonal anti-H3K27ac	Abcam	ab4729 RRID:AB_2118291	1:1000
Antibody	Mouse monoclonal anti-Gapdh	Santa Cruz Biotechnology	sc-32233 RRID:AB_627679	1:1000
Antibody	Rat monoclonal anti-F4/80	Serotec	MCA497GA RRID:AB_323806	clone CI:A3-1; 1:5000
Antibody	Rabbit monoclonal anti-VEGF-A	Abcam	ab52917 RRID:AB_883427	clone EP1176Y; 1:100
Antibody	Rabbit monoclonal anti-ERG	Abcam	ab133264 RRID:AB_11156852	1:250
Antibody	Rabbit monoclonal anti-TTF-1	Abcam	ab76013 RRID:AB_1310784	1:250
Antibody	Rabbit polyclonal anti-GS	Abcam	ab73593 RRID:AB_2247588	1:1000
Antibody	Mouse monoclonal anti-CD20	Dako	M0755 RRID:AB_2282030	clone L26; 1:500
Antibody	Rabbit polyclonal anti-CD3	Dako	A0452 RRID:AB_2335677	clone F7.2.38; 1:250
Sequence-based reagent	RT-qPCR primer, *Actb-*F	this paper	AGAAGGACTCCTATGTGGGTGA	
Sequence-based reagent	RT-qPCR primer, *Actb-*R	this paper	CATGATCTGGGTCATCTTTTCA	
Sequence-based reagent	RT-qPCR primer, *Sycp2-*F	this paper	AGTCTGAGCTGATGTTATCATA	
Sequence-based reagent	RT-qPCR primer, *Sycp2-*R	this paper	GAAGCAGAAGTAGAAGAGGC	
Sequence-based reagent	RT-qPCR primer, *Prm2-*F	this paper	GCTGCTCTCGTAAGAGGCTACA	
Sequence-based reagent	RT-qPCR primer, *Prm2-*R	this paper	AGTGATGGTGCCTCCTACATTT	
Sequence-based reagent	RT-qPCR primer, *Aqp8-*F	this paper	GGATGTCTATCGGTCATTGAG	
Sequence-based reagent	RT-qPCR primer, *Aqp8-*R	this paper	GAATTAGCAGCATGGTCTTGA	
Sequence-based reagent	RT-qPCR primer, *Lin28a-*F	this paper	TGGTGTGTTCTGTATTGGGAGT	
Sequence-based reagent	RT-qPCR primer, *Lin28a-*R	this paper	AGTTGTAGCACCTGTCTCCTTT	
Commercial assay or kit	Zymo ChIP Clean and Concentrator kit	Zymo Research	D5201	
Commercial assay or kit	Accel-NGS 2S plus DNA library kit	Swift Biosciences	21024	
Commercial assay or kit	DNEasy Blood andTissue kit	Qiagen	69504	
Commercial assay or kit	Ovation RRBS Methyl-Seq System	NuGen	0353	
Commercial assay or kit	RNEasy Plus Mini kit	Qiagen	74134	
Commercial assay or kit	TruSeq RNA library prep kit	Illumina	RS-122–2001	
Software, algorithm	R	R Core Team	RRID:SCR_001905	https://http://www.R-project.org/
Software, algorithm	Fastx toolkit v0.0.14	http://hannonlab.cshl.edu/fastx_toolkit/commandline.html	RRID:SCR_005534	
Software, algorithm	MACS v1.4	Zhang et al., 2008	RRID:SCR_013291	
Software, algorithm	MACS v2.1	Zhang et al., 2008	RRID:SCR_013291	
Software, algorithm	bowtie v1.2	Langmead et al., 2009	RRID:SCR_005476	
Software, algorithm	bowtie v2.0	Langmead and Salzberg, 2012	RRID:SCR_016368	
Software, algorithm	trim-galore v0.4.2	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/	RRID:SCR_011847	
Software, algorithm	bismark v0.16.3	Krueger and Andrews, 2011	RRID:SCR_005604	
Software, algorithm	phenogram	http://visualization.ritchielab.psu.edu/phenograms/document		
Software, algorithm	DESeq2 (R package)	Love et al., 2014	RRID:SCR_015687	
Software, algorithm	kallisto v0.43.0	Bray et al., 2016	RRID:SCR_016582	
Software, algorithm	AME	McLeay and Bailey, 2010	RRID:SCR_001783	
Software, algorithm	methylKit (R package)	Akalin et al., 2012	RRID:SCR_005177	
Software, algorithm	rms (R package)	https://cran.r-project.org/web/packages/rms/index.html		
Software, algorithm	survival (R package)	https://CRAN.R-project.org/package=survival		
Software, algorithm	FactoMineR (R package)	Le et al., 2008	RRID:SCR_014602	

### Experimental design

This experiment was designed to test the hypothesis that epigenetic changes in the germ line resulting from loss of KDM6A could induce gross phenotypic or survival changes in genetically wild type offspring. The F1 experiment was 80% powered to detect a survival hazard ratio of 2.5 and 90% powered to detect a 2.5-fold change in phenotype incidence. The F2 experiment was 90% powered to detect a survival hazard ratio of 2.5 and 95% powered to detect a 2.5-fold change in phenotype incidence. Type I error rate (alpha) was 5% for all power calculations.

### Statistical analysis

Survival hazard ratios were calculated using a Cox proportional hazards model. Fisher’s exact test was used to compare proportions. Welch’s t-test was used to compare continuous, normally-distributed variables. A Mann-Whitney U test was used for continuous variables when a normal distribution could not be assumed.

### Mouse breeding and husbandry

All mice were maintained at the Whitehead Institute animal facility. Mice were kept under standard conditions and all experiments were conducted in compliance with the Animal Welfare act and approved by the Animal Care and Use Committee at the Massachusetts Institute of Technology. *Kdm6a* cKO, control, and all F1 and F2 mice were generated with breeding schemes described in the main text using *Ddx4-Cre* (B6-*Ddx4^tm1.1(cre/mOrange)Dcp^*) (Hu et al., 2013) and *Kdm6a(fl)* (B6;129S4-*Kdm6a^tm1c(EUCOMM)Jae^*/J) (Welstead et al., 2012) alleles. Experiments were carried out on a mixed C57BL/6, 129S4 background. We controlled for background effects by generating all experimental mice from a single founder male, generating experimental F1s and F2s from littermate *Kdm6a* cKO and control males, and by removing loci containing known B6/129 variants from downstream analysis of DMRs. To generate F1 and F2 mice, single males were continuously co-housed with single C57BL/6 females, and litters were weaned at three weeks of age. All control and experimental mice were housed with littermates in adjacent cages on the same rack and subjected to identical handling protocols.

### Necropsy and histopathology

F1 and F2 mice were checked daily for morbidity and mortality beginning at 6 months of age. Mice that died spontaneously were recovered within 24 hr to avoid autolysis and underwent a full necropsy. Mice that were independently identified by the MIT veterinary staff as requiring euthanasia due to morbidity were euthanized using CO_2_ and then underwent complete necropsy. For each mouse, adrenal gland, bone, bone marrow, brain, heart, small and large intestine, kidney, liver, lungs, pancreas, spleen, testes, thymus, and any additional tumors or gross abnormalities identified were embedded and sectioned, and a single representative slide was stained with hematoxylin and eosin and examined by a trained veterinary pathologist (R.T.B.). The pathologist was blinded to the experimental condition of the animals (e.g. *Kdm6a* F1, control F1, *Kdm6a* F2, or control F2). When possible, the entire organ was included on the slide. The complete set of conditions identified in F1 and F2 mice was tabulated once all mice had undergone necropsy.

### Immunohistochemistry

All IHC was performed on the Leica Bond III automated staining platform. Anti-CD3 (A0452, clone F7.2.38, Dako, Santa Clara, CA) was run at 1:250 dilution using the Leica Biosystems Refine Detection Kit with EDTA antigen retrieval. Anti-CD20 (M0755, clone L26, Dako) was run at 1:500 dilution using the Leica Biosystems Refine Detection Kit with citrate antigen retrieval. Anti-VEGF (ab52917, clone EP1176Y, Abcam) was run at 1:100 dilution using the Leica Biosystems Refine Detection Kit with EDTA antigen retrieval. Anti-F4/80 (MCA497GA, clone CI:A3-1, Serotec, Hercules, CA) was run at 1:5000 dilution using the Leica Biosystems Refine Detection Kit with enzymatic antigen retrieval.

### Bone marrow sample collection

To collect bone marrow for flow cytometry analysis, RRBS, and RNA-seq, mice were euthanized by an overdose of carprofen (25 mg/kg) by intraperitoneal injection. The sternum was removed and fixed in 10% formalin for histological analysis. The spinal column, pelvic bone, and both femurs, fibulas, and tibias were stripped of muscle tissue and macerated in wash buffer (PBS + 2% FBS) using a mortar and pestle. All liquid was pipetted off of the remaining solid tissue and passed through a 100 micrometer (um) filter into a 50 mL Falcon tube, then spun down at 1200 rpm for 5 min at 4C. Supernatant was removed, and cells were resuspended in 10 mL red blood cell lysis buffer (#555899, Becton Dickinson, Mountain View, CA) and incubated for 5 min on ice. 20 mL wash buffer was added and the cells were passed through a 70 um filter into a fresh tube, then spun down again. The supernatant was removed, cells were resuspended in 20 mL wash buffer and passed through a 40 um filter into a fresh tube. Approximately 1 mL of this cell suspension was removed for DNA isolation for RRBS (see below). The remaining suspension was spun down one more time, then resuspended in freeze solution (90% FBS +10% DMSO), aliquoted to cryotubes and stored in liquid nitrogen.

### Flow cytometry

Peripheral blood, bone marrow, spleen and tumor cells were analyzed using the LSRII-Fortessa instrument (Becton Dickinson) using anti-mouse CD11b (clone M1/70, BioLegend, San Diego, CA), anti-mouse Gr1 (clone RB6-8C5, BioLegend) and LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Life Technologies, Carlsbad, CA). Figures were prepared using FCSalyzer version 0.9.13.

### Western blotting

To collect germ cell-enriched mouse testis tissue, *Kdm6a* cKO and control male littermates were euthanized and testes transferred to 3 cm culture dish on ice, keeping individuals separate. The tunicae were removed and 450 ul cold collagenase solution (0.1% (w/v) hyaluronidase (#H3506, Sigma Aldrich, St. Louis, MO), 0.2% (w/v) collagenase (#C5138, Sigma Aldrich), 1:500 DNAse I (#07900, Stem Cell Technologies, Vancouver, Canada) in PBS was added. Testes tubules were teased apart using forceps for 7 min at room temperature. Liquid was removed and the sample was washed twice for 3 min in 450 ul wash solution (1:1000 DNAse I in PBS), with continued teasing. After the last wash, liquid was removed and tubules were resuspended in 700 ul trypsin solution (0.2% collagenase, 0.25% trypsin, 0.1 mM EDTA, 1:1000 DNAse I in water) and pipetted vigorously to break up clumps. Samples were shaken for 10–15 min at room temperature and then quenched with 700 ul Cosmic Calf Serum, and any remaining tissue chunks were allowed to settle. The cell suspension was transferred to a new tube and spun down at 3000xg, 4 min, 4C. The supernatant was removed and cells were resuspended in RIPA buffer containing protease inhibitor cocktail (sc-24948, Santa Cruz Biotechnology). The protein concentration was measured with Pierce BCA protein assay kit (#23225, Thermo Scientific). 30 ug of total protein was used for each blot and was incubated overnight with primary antibody against H3K27me3 (#07–449, Millipore Sigma) and GAPDH (#sc-32233, Santa Cruz Biotechnology). Blots were imaged on a FluorChem E System (ProteinSimple, San Jose, CA). Relative protein expression levels were quantitated using ImageJ and normalized to GAPDH. Blots were performed in triplicate for two biological replicates.

### Round spermatid collection

Dissociated testis cells were collected from *Kdm6a* cKO and control littermates as described above. The supernatant was removed and cells were resuspended in 1 mL cold resuspension solution (1% BSA in PBS). 2 ul DyeCycle Green (#V35004, Thermo Fisher, Waltham, MA) was added, and the cell suspension was mixed by inversion and then incubated for 30 min at 37C in the dark. Cells were then passed through a 40 ul filter. Round spermatids were recovered by flow cytometry using a FACSJazz (Beckton Dickinson) after sorting for cells with 1C DNA content and large size (to differentiate elongating from round spermatids). The purity of the cell population was verified by fluorescence microscopy (≥95% round spermatids) and by qPCR (Figure 4—figure supplement 3). qPCR primer sequences are listed in the Key Resources table.

### Sperm collection

Epididymal sperm for ChIP-seq and RRBS was collected by swim-up as follows: cauda epididymi were recovered from euthanized mice and cut 4–6 times on parafilm, then transferred to 6 cm culture dishes containing 5 mL of Donner’s medium (135 mM NaCl, 5 mM KCl, 1 mM MgSO_4_, 2 mM CaCl_2_, 30 mM HEPES, 25 mM NaHCO_3_, 20 mg/mL BSA, 1 mM sodium pyruvate, 0.53% (v/v) sodium DL-lactate), keeping tissue from each mouse separate. Epididymes were incubated at 37C for 1 hr with periodic gentle agitation, then passed through a 40 um filter, washed 1x in cold 0.45% NaCl to lyse any red blood cells and 1x in cold PBS. Sperm were resuspended in PBS, and 10 ul were removed for counting following standard procedures.

### Pyrosequencing

Pyrosequencing for three control sperm samples, three *Kdm6a* cKO sperm samples, three control F1 bone marrow samples, and three *Kdm6a* F1 bone marrow samples was performed at 13 loci by EpigenDx (Hopkinton, MA) according to the company’s standard protocols. EpigenDx was blinded to tissue and experimental condition.

### Chromatin immunoprecipitation

#### Round spermatids

Following isolation by flow cytometry, round spermatid samples were spun down and resuspended in 500 ul cold PBS, then fixed in 1% formaldehyde for 10 min at room temperature and quenched with 2.5 M glycine for 5 min at room temperature. Samples were then washed twice in cold PBS, resuspended in 100 ul ChIP lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl [pH 8]), snap frozen in liquid nitrogen, and stored at −80C. For H3K4me1 ChIP, *Kdm6a* cKO and control samples (approximately 5 × 10^5^ cells each, with samples from individual males kept separate) were thawed on ice and ChIP performed as previously described for round spermatid samples (Lesch et al., 2016). Briefly, samples were sonicated in a BioRuptor (Diagenode, Liege, Belgium) and then immunoprecipitated overnight at 4C, using 1 ug anti-H3K4me1 (ab8895, Abcam) or 1 ug anti-H3K27ac (ab4729, Abcam). The following morning, samples were incubated with Protein G Dynabeads (#10004D, Life Technologies) for 2 hr, washed, then eluted and reverse cross-linked. Following incubation with RNAse A and proteinase K, DNA was purified using a ChIP Clean and Concentrator kit (#D5201, Zymo Research, Irvine, CA). Spermatids from a single male were used to generate each ChIP library.

#### Sperm

ChIP-seq in sperm was performed using a native ChIP protocol according to Hisano et al. (2013). Briefly, sperm were resuspended in 1 mL cold PBS. 50 ul of 1M DTT was added and samples were incubated for 2 hr at room temperature. 120 ul 1M N-ethylmaleimide (#P4557, Sigma Aldrich) was added and the sample was incubated for another 20 min at room temperature. An aliquot was removed as a pre-MNase control, the sample was digested with 10 units of MNase (#10107921001, Sigma Aldrich) for 5 min at 37C, and 2 ul 0.5M EDTA was added to stop the digest. The chromatin solution was precleared for 1 hr with pre-blocked Protein G Dynabeads, then removed from the beads. 100 ul was set aside as a pre-ChIP control, and the remainder of the sample was incubated with 5 ug anti-H3K27me3 (ab6002, Abcam) overnight at 4C. The following day, chromatin samples were incubated for 8 hr with pre-blocked beads, then washed, eluted from the beads, and treated with RNAse A and proteinase K. DNA was purified using a Zymo ChIP Clean and Concentrator kit. Two biological replicates were prepared for each of the control and *Kdm6a* cKO genotypes. For each replicate, sperm from five males was pooled in a single ChIP experiment in order to recover enough histones for robust ChIP.

#### Library preparation and sequencing

Both sperm and spermatid ChIP libraries were prepared using the Accel-NGS 2S Plus DNA Library Kit (#21024, Swift Biosciences, Ann Arbor, MI) according to the manufacturer’s instructions, except that size selection was performed after (instead of before) PCR amplification. All libraries were sequenced on an Illumina HiSeq2500 with 40-base-pair single-end reads (Supplementary file 1).

#### Data analysis

ChIP-seq reads were filtered using fastq_quality_filter from FASTX Toolkit version 0.0.14 with parameters –q 20 –p 80, and aligned to the mm10 mouse genome using bowtie version 1.2 with parameters –m 1 –k 1 –n 1 -l 40. We called sperm H3K27me3 peaks using MACS version 2.1.0 with parameters –-broad –-broad-cutoff 0.01 –-keep-dup 1 -–nomodel, and spermatid H3K4me1 peaks using MACS version 1.4.2 with parameters –p 1e-5 –-keep-dup 1 –-nomodel (Zhang et al., 2008). For sperm data, we used the pre-ChIP control sample as input. We also quantitated sperm H3K27me3 ChIP-seq signal in two kilobase tiles across the genome using methods from Hisano et al. (2013). We scaled ChIP and input data to get reads per million, then subtracted input from ChIP signal for each tile and set any negative values to zero. To avoid damping the variation in signal between regions, we then re-scaled each dataset using the inverse of the reads-per-million scaling parameter originally used for the ChIP sample. Only those regions called as different in both replicates were used in downstream analyses. Log fold change (logFC) for H3K27me3 ChIP data was calculated by dividing the scaled, input-subtracted ChIP signal from *Kdm6a* cKO by the scaled, input-subtracted ChIP signal from control samples, and taking the log2 of the resulting quantity. Peak coordinates and tiled ChIP signal values are available at GEO under accession number GSE102313.

### Reduced representation bisulfite sequencing (RRBS)

#### Sample collection and library preparation

Reduced representation bisulfite sequencing was performed on DNA prepared using the Qiagen DNEasy Blood and Tissue Kit (#69504, Qiagen, Hilden, Germany). Sperm were isolated by swim-up as described above and resuspended in 100 ul PBS. 100 ul buffer X2 (20 mM Tris-HCl [pH 8.0], 20 mM EDTA, 200 mM NaCl, 4% SDS, 80 mM DTT, 12.5 ul/ml Proteinase K from Qiagen DNEasy Blood and Tissue kit) was added and the sample was incubated for 2 hr at 56C on a shaking heat block. Samples were then treated with 2 mg/ml RNAse A for 2 min at room temperature. 200 ul buffer AL and 200 ul 100% ethanol were added, vortexing between each. Samples were transferred to DNEasy spin columns, and the remainder of the extraction was carried out according to the kit protocol. Aliquots of bone marrow, spleen, and liver tumor cells were spun down and resuspended in 200 ul PBS, and DNA was extracted according to the kit protocol. RRBS libraries were prepared using the NuGen Ovation RRBS Methyl-Seq System (#0353, NuGen, San Carlos, CA) according to the manufacturer’s protocol, using 200 ng of DNA from each sample. Libraries were sequenced on an Illumina HiSeq2500 with 75 bp single-end reads and using 12 rounds of index sequencing. Equal numbers of *Kdm6a* cKO and control sperm samples, or *Kdm6a* F1 and control F1 bone marrow samples, were prepared and sequenced in parallel. Sperm and bone marrow libraries were prepared and sequenced on different days. Each RRBS library was derived from a single male (Figure 4—source data 2).

#### Data analysis

We used trim_galore version 0.4.2 to remove adapter sequences from RRBS reads, trimmed diversity sequences using a script provided with the NuGen Ovation RRBS kit, and aligned reads to the mm10 genome using Bismark version 0.16.3 (Krueger and Andrews, 2011) and bowtie2 (Langmead and Salzberg, 2012). PCR duplicates were removed using the unique molecular identifiers (UMIs) added during library prep. Percent methylation at individual CpGs and in 100 bp tiles across the genome was called using the methylKit package in R, and only tiles covered by at least 10 reads were considered in further analyses (Akalin et al., 2012). Differential methylation between *Kdm6a* cKO and control sperm and between *Kdm6a* F1 and control F1 bone marrow was called using the calculateDiffMeth function in methylKit. To prevent confounding of bisulfite conversion by genomic variants between strains, we excluded all tiles containing known C > T or G > A variants between C57BL/6 and 129S4. When more than two tiles called as significant were less than 1 kb apart, one was selected at random to represent the genomic region, in order to avoid weighting a single region too heavily during characterization of associated features. Figure 4D, showing distribution of DMRs across the genome, was generated using the Phenogram tool (Ritchie, 2012; http://visualization.ritchielab.psu.edu/phenograms/document). Tables of percent methylation at individual CpGs are available at GEO under accession number GSE102313.

### RNA-seq

#### Sample and library preparation

One vial of viably frozen bone marrow cells was thawed for each sample and washed once in PBS. One fifth of each sample (2−6 × 10^6^ cells per sample) was used for RNA extraction using the RNEasy Plus Mini Kit (#74134, Qiagen) according to the kit protocol. Libraries were prepared using the Illumina TruSeq RNA library prep kit (#RS-122–2001, Illumina, San Diego, CA) and sequenced on an Illumina HiSeq2500 with 40 bp paired-end reads. All RNA-seq libraries were prepared and sequenced in parallel.

#### Data analysis

RNA-seq data was quantified using kallisto version 0.43.0 (Bray et al., 2016) with default parameters and with Ensembl build 85 transcripts (Yates et al., 2016) as the set of target sequences. Transcripts per million for individual transcripts from a single gene were summed to get one value per gene, and differentially expressed genes were called using DESeq2 in R (Love et al., 2014), after excluding immunoglobulin variable region transcripts and genes with total expression level <1 TPM across all samples. Genes were considered significantly differentially expressed for adjusted p-value<0.05. Heatmaps were generated using the heatmap.2 function in the gplots package in R (Warnes et al., 2016). TPM tables are available at GEO under accession number GSE102313.

### Survival analysis

Kaplan-Meier curves were generated in R (R Development Core Team, 2015) using the package rms (Harrell, 2016). Hazard ratios and p-values for survival were calculated using a Cox proportional hazards model, using the R package survival (Therneau, 2015).

### Motif enrichment

Transcription factor binding motifs enriched in persistent hypermethylated DMRs were identified using AME (McLeay and Bailey, 2010) with the motif databases UniPROBE mouse (386 motifs) (Badis et al., 2009; Berger et al., 2008), JASPAR CORE vertebrates (519 motifs) (Mathelier et al., 2016) and human/mouse HT-SELEX (843 motifs) (Jolma et al., 2013). The full set of 100 bp tiles covered by at least 10 RRBS reads (263820 total) was used as the control set. Fisher’s exact test was used to determine significance.

### Principal component analysis

Principal component analysis was carried out using the PCA function in the FactoMineR package in R (Le et al., 2008).

### Data availability

All sequencing datasets are available at GEO under accession number GSE102313.

## Data Availability

ChIP-seq, RRBS, and RNA-seq data generated in this study have been deposited in GEO under accession code GSE102313. The following dataset was generated: LeschBJPageDC2019Epigenetic profiling in Utx germline conditional knockouts and F1 offspringNCBI Gene Expression Omnibus (GEO)GSE102313 The following previously published datasets were used: ENCODEConsortium/Bing Ren2012H3K27ac ChIP-seq on 8-week mouse bone marrowENCODEENCSR000CCL ENCODEConsortium/Bing Ren2012H3K27ac ChIP-seq on 8-week BMDMENCODEENCSR000CFD ENCODEConsortium/Bing Ren2012H3K4me1 ChIP-seq on 8-week mouse bone marrowENCODEENCSR000CAG ENCODEConsortium/Bing Ren2012H3K4me1 ChIP-seq on 8-week mouse BMDMENCODEENCSR000CFE

# Supplementary material for: Intergenerational epigenetic inheritance of cancer susceptibility in mammals
**Source:** eLife. 2019 Apr 9;8:e39380. doi: 10.7554/eLife.39380
**Supplement:** Figure 2—source data 2. — Counts represent total tumors including multiple tumors per mouse. Tumor rate (tumors/mouse) in parentheses. Kdm6a F2.controlA mice generated from a Cre-only sire; Kdm6a F2.controlB mice generated from a Kdm6a(fl)-only sire.

| **Tumor category** | **Control F1**  **(25 mice)** | **Utx F1**  **(22 mice)** | **Utx F2.cKO**  **(40 mice)** | **Utx F2.controlA**  **(13 mice)** | **Utx F2.controlB**  **(19 mice)** | **Utx F2.control(A+B)**  **(32 mice)** |
| --- | --- | --- | --- | --- | --- | --- |
| **All tumors** | 6 (0.24) | 21 (0.95) | 52 (1.30) | 8 (0.62) | 3 (0.16) | 11 (0.34) |
| **All blood tumors** | 2 (0.08) | 8 (0.36) | 9 (0.23) | 2 (0.15) | 0 | 2 (0.06) |
| Histiocytic sarcoma | 1 (0.04) | 6 (0.27) | 6 (0.15) | 1 (0.08) | 0 | 1 (0.03) |
| Lymphoma | 1 (0.04) | 2 (0.09) | 3 (0.08) | 1 (0.08) | 0 | 1 (0.03) |
| **All solid tumors** | 4 (0.16) | 13 (0.59) | 43 (1.08) | 6 (0.46) | 3 (0.16) | 9 (0.28) |
| **Benign solid tumors** | 2 (0.08) | 11 (0.50) | 21 (0.53) | 4 (0.31) | 3 (0.16) | 7 (0.22) |
| Adrenocortical adenoma | 0 | 0 | 2 (0.05) | 0 | 0 | 0 |
| Bronchial papilloma | 0 | 2 (0.09) | 0 | 0 | 1 (0.05) | 1 (0.03) |
| Harderian adenoma | 0 | 1 (0.05) | 1 (0.03) | 1 (0.08) | 0 | 1 (0.03) |
| Hepatocellular adenoma | 2 (0.08) | 2 (0.09) | 7 (0.18) | 2 (0.15) | 2 (0.11) | 4 (0.13) |
| Lung adenoma | 0 | 4 (0.18) | 9 (0.23) | 1 (0.08) | 0 | 1 (0.03) |
| Osteoma | 0 | 1 (0.05) | 1 (0.03) | 0 | 0 | 0 |
| Pancreatic endocrine adenoma | 0 | 0 | 1 (0.03) | 0 | 0 | 0 |
| Pancreatic exocrine adenoma | 0 | 1 (0.05) | 0 | 0 | 0 | 0 |
| **Malignant solid tumors** | 2 (0.08) | 2 (0.09) | 22 (0.55) | 2 (0.15) | 0 | 2 (0.06) |
| Angiosarcoma | 1 (0.04) | 0 | 2 (0.05) | 2 (0.15) | 0 | 2 (0.06) |
| Cholangiocarcinoma | 0 | 0 | 3 (0.08) | 0 | 0 | 0 |
| Colon adenocarcinoma | 0 | 0 | 1 (0.03) | 0 | 0 | 0 |
| Harderian adenocarcinoma | 0 | 0 | 1 (0.03) | 0 | 0 | 0 |
| Hepatocellular carcinoma | 1 (0.04) | 1 (0.05) | 11 (0.28) | 0 | 0 | 0 |
| Lung adenocarcinoma | 0 | 1 (0.05) | 3 (0.08) | 0 | 0 | 0 |
| Rhabdomyosarcoma | 0 | 0 | 1 (0.03) | 0 | 0 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

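The deposited data cover 51 libraries of mice of mixed C57BL/6 and 129S4 descent. H3K27me3 ChIP-seq was measured in pooled epididymal sperm of control and Kdm6a cKO males (2 libraries each, with 2 input libraries each) and in round spermatids (1 library and 1 input each), and H3K4me1 and H3K27ac in round spermatids of control males (1 library each). RRBS was measured in sperm of 3 control and 3 Kdm6a cKO males, in bone marrow and in spleen of 5 control F1 and 3 healthy Kdm6a F1 males, and in liver tumors of 2 control F1 and 2 Kdm6a F1 males. RNA-seq was measured in bone marrow of 5 control F1, 3 healthy Kdm6a F1 and 2 diseased Kdm6a F1 males.

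For RRBS, the authors trimmed the reads with Trim Galore 0.4.2, aligned them to mm10 with Bismark 0.16.3 and Bowtie2, removed PCR duplicates by unique molecular identifier, and deposited the read counts of each CpG and strand. The percent of methylated and of unmethylated reads per CpG was computed by the authors with methylKit, and the deposited lists hold only CpGs with at least 10 reads. For ChIP-seq, the authors aligned reads with Bowtie 1.2, scaled ChIP and input to their library sizes, subtracted the input, set negative values to 0 and multiplied back by the factor of the ChIP library, which gives the deposited H3K27me3 signal per 2 kb tile. H3K27me3 peaks were called by the authors with MACS2 2.1.0 as broad peaks against input, and H3K4me1 and H3K27ac peaks with MACS 1.4.2. The peak score of each list is the one the authors' peak caller wrote. The fold enrichment over input, a ratio, was written by MACS2 in the peak lists of replicate 2 that the authors deposited. The -log10 p and -log10 q columns of the same deposited lists come from MACS2 as well. For RNA-seq, the authors estimated TPM with kallisto 0.43.0 on Ensembl 85 transcripts and summed them per gene. The authors called differential genes with DESeq2, which was not used here.

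Choices of test, threshold and grouping, and most alternatives, were set before the data were examined; those added later are named as such. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, in R 4.3.3 with limma 3.58.1, and with bedtools 2.31.1. Each library was matched to its condition by genotype, tissue and replicate number. In RRBS and RNA-seq the replicate numbers were tested and do not pair the samples of different groups, so tests are unpaired. The ChIP libraries were compared by replicate number, since those of the same number correlate more (0.935 and 0.941) than those of different number and genotype (0.908 and 0.820).

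For DNA methylation, the reads of both strands were summed in 100 bp tiles, and a tile was kept with at least 10 reads in each library of the comparison. A binomial logistic model of the pooled reads gave a likelihood ratio test per tile, and tiles with a Benjamini-Hochberg false discovery rate under 0.05 were called DMRs, as in methylKit. Alternatives were the same model with overdispersion and an F test, limma on the arcsine square root of the methylated share, at least 20 reads per tile, a difference of at least 10 percentage points, tiles with a range over 40 percentage points left out, 1 tile per run of tiles less than 1 kb apart, the delivery of the molecular identifier as a covariate, weighting by reads, and each library left out in turn. A logistic model with a quasi-likelihood dispersion moderated across tiles was added after the data were seen, and its covariate was changed after a run on simulated data gave false calls. Strain variants were removed by the authors from their DMR list and could not be removed here. The median number of reads per tile and library was 72 in sperm, 52 in bone marrow, 49 in spleen and 48 in liver tumor. Values per animal are unweighted means over tiles or over CpGs covered in each library, compared by two-sided exact permutation tests.

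For H3K27me3, tiles were compared on the deposited signal with a pseudocount of 1. The 5% of tiles with the most signal were ranked on the mean of all 4 sperm libraries, among tiles with signal in any of them. Tiles were called altered where both replicates changed by more than 0.5 on the log2 scale in the same direction and libraries of the same genotype did not differ by as much. Alternatives were scaling to equal library totals, ranking and measuring in separate replicates, other signal minimums, and each replicate left out. Distances from DMRs to altered tiles, enhancers and transcription starts were compared with 10000 draws of tiles matched in 5 bins of coverage and 10 bins of methylation.

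For expression, genes with a summed TPM of at least 1 were fitted with limma (trend and robust) on log2 TPM with a pseudocount of 1, separately for healthy and diseased Kdm6a F1 against control F1, with adjusted p under 0.05. Gene lists for blood cell types, pathways, the 10 genes the paper calls in healthy animals and textbook RUNX2 targets, 24 in all, were tested with fry and camera. Alternatives were other pseudocounts, no filter, quantile normalization, a fit of all 3 groups, and each library left out. Named genes and regions follow a rule: those that the paper names, and those with the largest change among called features whose groups do not overlap, namely 8 hypermethylated and 4 hypomethylated DMRs per tissue, the 8 shared hypermethylated DMRs with the largest change, 4 gain and 4 loss tiles of H3K27me3, and 10 genes in each direction per expression comparison (with the 5 smallest p where fewer than 5 genes pass), and up to 4 members of each gene list. The DMRs inside altered tiles and the tiles named as overlapping an enhancer were chosen after their values were seen.

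Each procedure was tested on simulated data. The pooled read test recovered 87, 108, 96 and 46 of 200 added differences in sperm, bone marrow, spleen and liver tumor without spread between animals; with spread like that of the data it also called 6394, 3649, 2938 and 110920 unchanged tiles. The moderated model recovered 74, 51, 58 and 0 with 3, 4, 3 and 0 false calls. The altered tile rule found 88 of 100 added gains and 61 of 100 added losses, and it also called 8000 unchanged tiles. Binding motifs, ontology terms, CpG islands, repeats, pyrosequencing and enhancers of other projects were not analysed here. Sequence reads were not used.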

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

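The tests on single CpGs and on the 100 genes with the smallest p were set before their results were seen, while the tests on the paper's called genes, the delivery of the molecular identifier, a single control library, the ranking in the other replicate, library totals and the moderated model were chosen only after the result was seen, as was what the splits of the samples would show.

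In bone marrow, the moderated model called 14 of its 19 tiles on chromosome 5 (1.34 expected). In spleen, it called 55 of 114 on chromosome 5 (8.02 expected) and 34 on chromosome 11 (7.53 expected). The paper does not report this signal. In sperm, it called 75 of 1043 on chromosome 15 (44.8 expected), 20 of them hypomethylated, and 60 on chromosome 18 (34.6 expected). The Pdzd2 tile is among these 20, and strain variants at them were not tested apart from the other sperm calls. By the -log10 of the smallest binomial p, 8 of 10 sperm splits were as concentrated (4.82, against a highest other of 95.3). The calls on chromosome 5 are mostly hypermethylated (13 in bone marrow, 52 in spleen) and those on chromosome 11 in spleen mostly hypomethylated (32), 12 tiles are shared by bone marrow and spleen where 0.00736 are expected, and 12 of the paper's 19 shared hypomethylated DMRs lie on chromosome 11. A strain variant at a CpG changes that CpG and leaves its neighbours in the tile as they were: the median ratio of the other sites to the most different site was 0.0340 in the calls on chromosomes 5 and 11 and 0.0671 in the 19 hypomethylated DMRs, against 0.444 elsewhere and 0.746 in sperm, which is consistent with variants that came with the Kdm6a or the control line. Of the genes the paper calls in healthy Kdm6a F1 bone marrow, 5 of 9 placed lie in the segments from 88955601 to 151341000 on chromosome 5 and from 67650601 to 117173600 on chromosome 11 (Tesc, Daglb, Ccl6, Cdc6 and Cd300ld), against 8.49% of genes tested, as linked segments would give, but among the 100 genes with the smallest p 14 lie on chromosomes 5 and 11, against 14.1% of all genes, and expression cannot decide. The list of strain variants was not used here and other splits of the animals concentrate the calls of this model on a chromosome as strongly, as the -log10 of the smallest binomial p (10 of 56 in bone marrow, 12.2 against a highest other of 25.3; 5 of 56 in spleen, 32.1 against 44.0), as they do the large DMRs of the pooled test by chi-square (12 of 56 in bone marrow, 72.2 against 195; 10 of 56 in spleen, 119.7 against 203), so chance cannot be excluded, and a methylation difference of these regions stays open.

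In bone marrow, hypermethylated DMRs outnumber hypomethylated ones, and the 207 hypermethylated DMRs of the paper are higher in each Kdm6a F1 animal than in any control F1 animal. The delivery of the molecular identifier as a covariate left 2633 hypermethylated against 978 hypomethylated DMRs, which argues against that batch as the whole source of the excess. Without control F1 replicate 2 there were 957 hypermethylated against 1129 hypomethylated DMRs, so that the excess rests on this library. The 207 DMRs kept a difference of 8.54 percentage points without it. They were chosen as higher in these same Kdm6a F1 libraries, so a remaining difference does not show independence from this control. With the calls remade without it, fewer tiles were hypermethylated in both sperm and bone marrow. The single CpG ratio of the 207 DMRs was 0.543 in bone marrow, 0.562 in sperm and 0.297 in spleen, between the -0.0128 of 1 changed site and the 0.638 of a change at each site in simulated data, so that variants at a part of them cannot be told apart from a methylation change. The cell composition of the marrow and the genotype of the father remain open and were not tested.

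The top 5% of H3K27me3 tiles are lower in Kdm6a cKO sperm in the mean of both replicates. Tiles ranked in replicate 2 and measured in replicate 1 changed by -0.20, which argues against a regression to the mean as the whole cause in replicate 1. Tiles ranked in replicate 1 and measured in replicate 2 changed by 0.23, so that in replicate 2 the small change seen without this ranking may come from the ranking itself. With each library scaled to the same total the mean change was -0.10, with -0.31 in replicate 1 and 0.20 in replicate 2, and since the deposited signal is not on a common scale a difference in library total cannot be told apart from a global change of H3K27me3. The loss of KDM6A itself stays among the open explanations, untested beyond these 2 replicates.

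Among 57 groups of samples tested for a value far from the rest, 4 were found, and chance gives about 1 in 20 groups, or 2.85. The methylation of the 207 DMRs in bone marrow was 32.6% in control F1 replicate 2, far from the 47.3 to 51.4% of the other controls. Elk1 had 4.23 TPM in control F1 replicate 5, against 4.61 to 4.72 in the others. Gm4245 had 0.255 TPM in control F1 replicate 1 and 0 in the others. Tesc had 7.77 TPM in control F1 replicate 5, against 12.0 to 13.2 in the others.

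The difference in the methylation of the 207 DMRs between Kdm6a F1 and control F1 was larger in bone marrow than in liver tumor by 19.6 percentage points (two-sided permutation of tissue within genotype, p = 0.0208, adjusted 0.188 over 9 tests) and larger in spleen than in liver tumor by 13.5 points (permutation p = 0.0476, adjusted 0.214), and neither passed after adjustment.

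Other splits of the same libraries were counted for each model. The number of DMRs in bone marrow was reached by 29 of 56 splits (4183 against a highest other of 14241) and in spleen by 30 of 56 (4612 against 20165), so chance cannot be excluded for either, and splits with several times the real count point to a structure of the samples. Chance cannot be excluded for the 341 shared DMRs (26 of 56, highest other 804), the 247 hypermethylated in both tissues (9 of 56, highest other 481), the tiles of the moderated model in bone marrow (10 of 56, 19 against 132) and spleen (7 of 56, 114 against 1344) and the genes called in healthy Kdm6a F1 (14 of 56, 2 against 22). Splits of spleen gave 67 persistent DMRs found there (3 of 56, highest other 89) and 63 of the paper's 207 (1 of 56, highest other 58), but these lists were chosen on the real groups of bone marrow, and 6 of 8 bone marrow libraries correlate best with the spleen library of their own number, so these counts decide nothing. With each split of bone marrow choosing its own tiles, chance cannot be excluded for the spleen difference (22 of 56, 4.67 points against a highest other of 10.9). Chance is excluded at this level for the genes called in diseased Kdm6a F1 (1 of 21, the smallest share possible, 33 against 14), but not for their genes at an unadjusted p under 0.05 (2 of 21, 2061 against 3278). For sperm, the 10 splits are too few for a share under 0.05: the excess of shared DMRs was reached by each (10 of 10, the real one included, highest other 9.82-fold), and the others were 8705 DMRs against a highest other of 8266 (1 of 10), 1043 moderated tiles against 772 (1 of 10), and a gap of 0.143 points by which the median difference of altered tiles lay below that of tiles with no change, against 0.170 (2 of 10).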

How the results depend on the processing

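Of the alternatives to the values that answer a comparison, 241 kept direction and side of the threshold, 53 moved, 26 were weaker, 4 stronger and 6 reversed; among named DMRs 355 stayed and 1 reversed, and among named genes 867 stayed, 88 were weaker, 45 moved and 4 were stronger. The moderated model, the DMRs inside altered tiles and 1 persistent DMR per run were added after the data were seen. The fit with overdispersion (F test) gave 0 DMRs in sperm, bone marrow, spleen and liver tumor and 0 shared DMRs. It found 0% of the persistent DMRs in spleen and in liver tumor. It recovered 0 of 200 simulated differences, or 1 in spleen without spread between animals. At an unadjusted p under 0.05 it gave 7508, 5228, 6492 and 2587 tiles (1.18, 1.94, 2.24 and 0.611%). Its rate on unchanged tiles was not measured, so these percentages cannot be set against a nominal 5%. limma on arcsine shares (0 of 200 recovered) gave 0, 0, 4 and 0, and the moderated model 1043, 19, 114 and 0. A difference of at least 10 points left 5327, 2572 and 2672 DMRs in sperm, bone marrow and spleen, and the range filter 79058 in liver tumor, by construction. For the other changes the cause was not tested. With 20 reads, 12.1% of persistent DMRs were found in liver tumor and the 207 DMRs differed by 11.0 points in bone marrow. Weighting by reads gave 9.28 points in bone marrow and 1.42 in spleen for the 207, and 9.23 (sperm) and 5.14 (bone marrow) for all CpGs. The share of H3K27me3 tiles that are higher was 43.4% without replicate 1 and 62.8% without replicate 2, and top tiles ranked in replicate 1 and measured in 2 gave 0.23. Altered tiles numbered 8876 among all tiles and 2534 among those of high signal. DMRs inside gain tiles had a median of 11.6, against 11.7 in tiles with no change in H3K27me3. Shared peaks were 52.7% at an overlap of 0.5 and 92.1% at higher score. The distance to altered tiles was 119901 bp for the paper's 207, 149501 unmatched (the background being nearer) and 117901 with 1 DMR per run. Poised enhancers of higher score lay at 33278 bp, farther than from matched tiles (28588 bp), a reversal. Active enhancers lay at 17085 for the paper's 207 and 18536 with 1 per run. Healthy genes numbered 4 with no filter and 0 with 3 groups in a fit, diseased genes 73, 85, and 141 with quantile normalization, and lists in diseased 2 at a pseudocount of 0.1 and 4 with quantile normalization.

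With a replicate block (samples taken as paired by number, which the data do not bear out), DMRs were 6207 in bone marrow and shared DMRs 475, and 0 genes passed in healthy and 0 in diseased Kdm6a F1.

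Leaving out each library gave these ranges, and the cause was not tested beyond the smaller groups. Sperm DMRs 4723 (without control 1) to 13074 (without control 2), bone marrow 2086 (control F1 2) to 6256 (control F1 3), spleen 2606 (Kdm6a F1 2) to 6023 (control F1 3), liver tumor 38008 (Kdm6a F1 1) to 172860 (Kdm6a F1 2), and shared 182 to 457 (bone marrow control F1 2 and 3). Persistent DMRs in liver tumor 9.35 (control F1 1) to 14.2% (Kdm6a F1 1). The 207 DMRs 8.54 to 13.2 points in bone marrow (control F1 2 and 3), 4.90 to 6.55 in spleen (Kdm6a F1 2, control F1 1). The Runx2 DMR 14.9 to 25.4 points in bone marrow (control F1 2 and 1) and 9.28 to 14.1 in spleen (Kdm6a F1 1 and 3). Methylation of loss tiles 0.512 to 0.792 (control 2 and 3). Healthy genes 1 (control F1 1) to 12 (control F1 2), diseased genes 7 (control F1 4) to 486 (diseased 5), lists in diseased 0 to 4 (control F1 5), and the position of healthy animals -0.035 (diseased 5) to 0.175 (diseased 4). The Clcf1 DMR in liver tumor ranged from -27.0 points (Kdm6a F1 2) to 6.06 (Kdm6a F1 1), where it reversed.

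A minimum of 5 reads was not run, since each deposited CpG has at least 10, and the Runx2 DMR in spleen has no value at 20 reads. Depth limits single tiles: with about 50 reads differences of a few points in an animal are within counting error.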

Differences from the paper's values

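The tests were set before these values were compared, except the distance to the 25% of tiles with the most change, chosen after seeing the values. Values are said to differ where they lie apart by more than the SD between replicates, where there is one, and the larger is more than 1.5 times the smaller.

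Sperm held 7960 hypermethylated DMRs, against the paper's 4725. The values do not differ by the same rule with at least 10 percentage points (5018), 1 tile per run (6380), or without control replicate 1 (3909), control replicate 3 (6657), Kdm6a cKO replicate 1 (5557) or replicate 2 (5629), and they differ under the other alternatives set before the data were examined. Hypomethylated DMRs in sperm numbered 745, against the paper's 323. The values do not differ with at least 10 points (309), while they differ under the others. The counts of 7960 and 745 come from 635262 tiles. Over the 265955 tiles covered in both sperm and bone marrow, 4940 sperm DMRs of either direction were called. The paper names a covered set of similar size for its motif test, and does not give the set behind its sperm counts.

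Mean CpG methylation in sperm was 40.5% in control, against the paper's 65%, and 41.0% in Kdm6a cKO, against the paper's 66%. With at least 20 reads they were 52.6% and 53.3%, and do not differ; weighted by reads, 43.1% (differs) and 52.4% (does not).

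The genes called in healthy Kdm6a F1 bone marrow were 2, against the paper's 10, and do not differ only without control F1 replicate 2 (12). In diseased Kdm6a F1 they were 33, against the paper's 1404, and differ under each alternative, the highest being 486.

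The median H3K27me3 signal of control replicate 2, over tiles with signal in that replicate, was 7.72, against 3.27 in the paper's supplement. It differs under each alternative (6.33 scaled to equal totals, 40.6 over tiles with signal in every library). Over tiles with signal in any sperm library, a set looked at after seeing the values, it was 2.69 and does not differ. Control replicate 1 (0.350), Kdm6a cKO replicate 1 (2.68) and replicate 2 (1.86) then do. Tiles with a log2 fold change over 2 numbered 56007, against about 11000 in Fig. 3C, read by eye, and do not differ in replicate 1 over tiles with signal in every library (8308), while they differ under the other alternatives; those under -2 numbered 56768, against about 29000 in Fig. 3C, read by eye, and do not differ without replicate 2 (30975). DMRs in altered tiles numbered 35 at H3K27me3 gain and 12 at loss, against about 59 and about 23 in Fig. 3F, read by eye.

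The median distance of persistent DMRs to altered tiles was 149501 bp, against the 7101 bp of the paper's supplement, and also differs for the paper's 207 DMRs (119901 bp). With the 25% of tiles with the most change, the definition of Fig. 4E, it was 9201 bp for the 247 DMRs and 6601 bp for the paper's 207. To poised enhancers of round spermatids it was 11220 bp, against the paper's 1071, and differs under each alternative (14378, 33278 and 7422 bp). The paper describes poised enhancers as marked by H3K4me1. Here only the 29855 of 59509 H3K4me1 regions without H3K27ac were counted as poised, so the enhancer sets may be unlike. The distance to all H3K4me1 regions was not measured. To transcription starts the median distance of persistent DMRs was 6497 bp, against the paper's 18618, and differs for the paper's 207 as well (9251 bp).

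In direction, the paper states that most tiles gain H3K27me3, where 62.8% did in replicate 1 and 43.4% in replicate 2 (49.6% on the mean signal). It reports regions of altered H3K27me3 as enriched in gene bodies, and loss also at transcription starts: here 56.4% of gain and 48.9% of loss tiles lay in gene bodies against 55.2% of others, and 5.08% of loss tiles at starts against 7.24%. It reports a gain of DNA methylation in altered tiles beyond that of unchanged ones, where the medians were 0.253 at gain, 0.670 at loss and 0.439 without change, and with a log2 fold change of at least 1 they were 0.248, 0.251 and 0.381. Of the paper's 207 DMRs, which the paper describes as similar across tissues, 65 were higher in Kdm6a F1 liver tumors (31.4%, against 33.8% of all tiles). In spleen 158 of 193 were higher. The correlations with bone marrow over called tiles, 0.236 in liver tumor and 0.786 in spleen, lie close to the paper's.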

Other observations

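The tests of genes in this part follow lists and rules fixed in advance, and the share of immunoglobulin transcripts was looked at after the results were seen and has no test.

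The monocyte and macrophage lists did not pass in diseased Kdm6a F1 bone marrow by the directional test (fry in limma, adjusted p = 0.278 and 0.385), while the monocyte list passed the mixed test (adjusted p = 0.0237) and not camera, which estimates the correlation between genes (adjusted p = 0.443). Among single genes, Csf1r, the receptor gene of macrophage colony-stimulating factor, had 49.6 TPM in control and 90.4 and 78.1 TPM in the diseased animals, and C1qa, a complement gene of tissue macrophages, 18.2 and then 101 and 31.5 TPM. The complement gene Cfb passed limma's test, from 3.18 to 48.5 and 21.1 TPM (log2 fold change 3.00 ± 0.32, adjusted p = 0.0123). The B cell gene Ms4a1, which encodes CD20, had 27.1 TPM in control and 0.634 and 3.91 TPM in the diseased animals. Transcripts of immunoglobulin variable genes made up 0.531% of the library of diseased replicate 4 and 2.00 to 5.01% in the others. Cxcl12, a chemokine gene of marrow stroma, had 35.8 TPM in control and 1.37 and 5.22 TPM, and Hbb-bs, a globin gene, 357 and then 1294 and 1822 TPM. Apart from Cfb, none of these passed after adjustment over all genes.

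The interferon-induced gene Ifi27l2a fell in diseased animals from 209 to 28.1 and 33.5 TPM (-2.68 ± 0.28, adjusted p = 0.0111) and Klra8, a natural killer receptor gene, from 4.99 to 0.840 and 0.477 TPM, while Gm15920 rose from 0.187 to 45.8 and 53.2 TPM (5.42 ± 0.21, adjusted p = 7.32e-05). Without diseased replicate 5 the count of called genes was 486 and without replicate 4 199, so which genes pass depends on the pair.

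Kdm6a itself had 7.74 and 4.54 TPM in the diseased animals. The ribosomal RNA cluster on chromosome 17 held 30 of the 247 DMRs hypermethylated in both tissues, while the paper's list of 207 holds 1 there.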
